# Upregulation of IGF2R evades lysosomal dysfunction-induced apoptosis of cervical cancer cells via transport of cathepsins

**DOI:** 10.1038/s41419-019-2117-9

**Published:** 2019-11-20

**Authors:** Takashi Takeda, Masayuki Komatsu, Fumiko Chiwaki, Rie Komatsuzaki, Kanako Nakamura, Kosuke Tsuji, Yusuke Kobayashi, Eiichiro Tominaga, Masaya Ono, Kouji Banno, Daisuke Aoki, Hiroki Sasaki

**Keywords:** Targeted therapies, Cervical cancer, Apoptosis

## Abstract

Cervical cancer is the most common gynecological malignancy in the world; however, the survival rates of advanced-stage and recurrent cervical cancer patients remain poor. The multifaced protein insulin-like growth factor 2 receptor (IGF2R) has various ligands, represented as IGF-2 and mannose-6-phosphate (M6P)-tagged proteins. Regarding its antagonistic activity as an IGF1R signal, *IGF2R* is currently considered a tumor suppressor gene, whereas its significance as an M6P receptor is still unclear. Here, on the basis of transcriptome analysis of TCGA and GEO open datasets, we show that IGF2R is upregulated and correlated with poor prognosis in cervical cancer. Several experiments using cervical cancer cell lines revealed that IGF2R depletion induced apoptosis, decreased cell viability, and increased vulnerability to certain anticancer drug cisplatin. In contrast to its negligible impact in IGF1R signaling, loss of IGF2R disrupted the Golgi-to-lysosome transport of M6P-tagged cathepsins, resulting in decreased lysosomal activity, with their abnormal accumulation and dysfunction of both autophagy and mitophagy, which cause the accumulation of misfolded proteins and production of reactive oxygen species. Taken together, IGF2R has an oncogenic role through transportation of M6P-tagged cargo in cervical cancer and can be used as a predictive biomarker for prognostic classification.

## Introduction

Cervical cancer is the most common gynecological malignancy in the world. Approximately 311,000 of affected patients died in 2018, accounting for 7.5% of cancer-related deaths worldwide^1^. Cytology screening and HPV vaccines constitute a successful prevention program in some developed countries, but the coverage is still low globally^2,3^. Currently recommended treatment options for patients with early-stage cervical cancer are surgery or radiotherapy, both of which achieve good clinical outcomes globally^3^. Radiotherapies with/without cisplatin-based concurrent chemotherapies are established as the standard care for patients with advanced-stage cervical cancer, although 5-year survival rates remain poor^3^. Thus, discovering new modalities for the treatment of patients through the molecular understanding of their malignancies and treatment resistances is of utmost exigency.

The cation-independent mannose 6-phosphate/insulin-like growth factor 2 receptor (CI-M6P/IGF2R, hereafter IGF2R) is a type-1 transmembrane glycoprotein consisting of a large N-terminal extracytoplasmic domain, which allows it to bind to a wide variety of ligands^4–7^. It has two major types of ligands: insulin-like growth factor 2 (IGF-2) and mannose 6-phosphate (M6P)-labeled glycosylated proteins, both of which have distinct but important roles in normal development and homeostasis in mammals. Many studies support the idea that IGF2R on the plasma membrane indirectly suppresses insulin-like growth factor 1 receptor (IGF1R) signaling by scavenging extracellular IGF-2^8^. Furthermore, several lines of evidence demonstrate that IGF2R binds to M6P-labeled proteins to transport de novo synthesized proteins to lysosomes. In some cancers, high frequencies of loss-of-heterozygosity (LOH) at the IGF2R locus have been reported^8–11^. Furthermore, in some cancers, the ectopic expression of IGF2R suppresses tumor growth^12,13^, whereas knockdown of the receptor results in the opposite phenotype^14,15^. Therefore, IGF2R is currently considered a tumor suppressor gene. However, the ligands of the receptor critically contributing to the suppression of tumors remain to be identified.

Here, we identified IGF2R as a poor prognostic biomarker for cervical cancer patients and showed that it has oncogenic functions, contrary to previous reports about other cancers. IGF2R knockdown causes insufficient transport of lysosomal enzymes to lysosomes, which in turn triggers the accumulation of aberrant lysosomes with low degradative activities. Consequently, the loss of autophagic and mitophagic functions induces the accumulation of harmful reactive oxygen species (ROS), and aggregated proteins in the cells cause apoptosis. Similar effects can be observed by the inhibition of casein kinase 2 (CK2) which has been reported to phosphorylate cytoplasmic tail of IGF2R that is necessary for the Golgi-to-lysosome transportation function. To our knowledge, this is the first report of IGF2R as a therapeutic target, which may lead to further development of both diagnostic and treatment modalities.

## Results

### IGF2R is a poor prognostic biomarker in patients with cervical cancer

Thirteen candidate genes were identified as being highly expressed in poor survivors vis-à-vis good survivors (Fig. 1a). Overall survival analysis confirmed that 11 candidate genes out of the 13 were independent poor prognostic factors in cervical cancer (Fig. 1b). A publicly available DNA microarray dataset revealed that three of the candidates (*PGM1*, *FNDC3B*, and *IGF2R*) were aberrantly expressed in cervical cancer tissues relative to normal cervix tissues (Fig. 1c). Finally, we focused on the gene *IGF2R* because its mRNA expression is higher than that of other oncogenic receptors in cervical cancer tissues (Fig. 1d). Consistent with the DNA microarray analysis results, immunohistochemical staining showed higher IGF2R expression in cervical cancer tissues (four cases out of six), whereas only weak staining was observed in their corresponding normal cervical tissues (Fig. 1e). A multi-omics analysis revealed that genetic alterations in IGF2R tended to be mutually exclusive of those in IGF1R but not of those in either insulin receptor (INSR) or their ligands (Supplementary Fig. S1a). However, correlation analysis showed no relationship among their mRNA expression levels (Supplementary Fig. S1b). To achieve a meaningful overall result from the analyses of these receptors, patients were classified into three groups based on their median mRNA expression level of each individual gene and its standard deviation (Supplementary Fig. S1c). Patients with high IGF2R expression showed significantly worse cervical cancer prognosis (Fig. 1f). In contrast, no such tendency was observed in IGF1R or INSR (Supplementary Fig. S1d). It is noteworthy that high IGF2R expression was also unfavorable for patients with stage I cervical cancer (Fig. 1f), indicating its clinical utility as a prognostic marker during early diagnosis. Overall survival analyses also revealed that high IGF2R expression is a poor prognostic factor not only for cervical cancer but also for breast and ovarian cancers. Furthermore, high expression of IGF2R was correlated with good prognosis in renal cancer and melanoma; however, for the latter, this was not significant (log-rank test; Supplementary Fig. S1e). In cervical cancer, IGF2R expression was correlated with clinical staging but not with distal metastasis or primary therapy outcomes (Table 1). In fact, there was no change in IGF2R mRNA expression before and after therapy (Supplementary Fig. S1f). Considering that progression-free survival was shorter in patients with high IGF2R expression (not shown), the receptor may play a role in recurrence in cervical cancer patients.

**Fig. 1:**
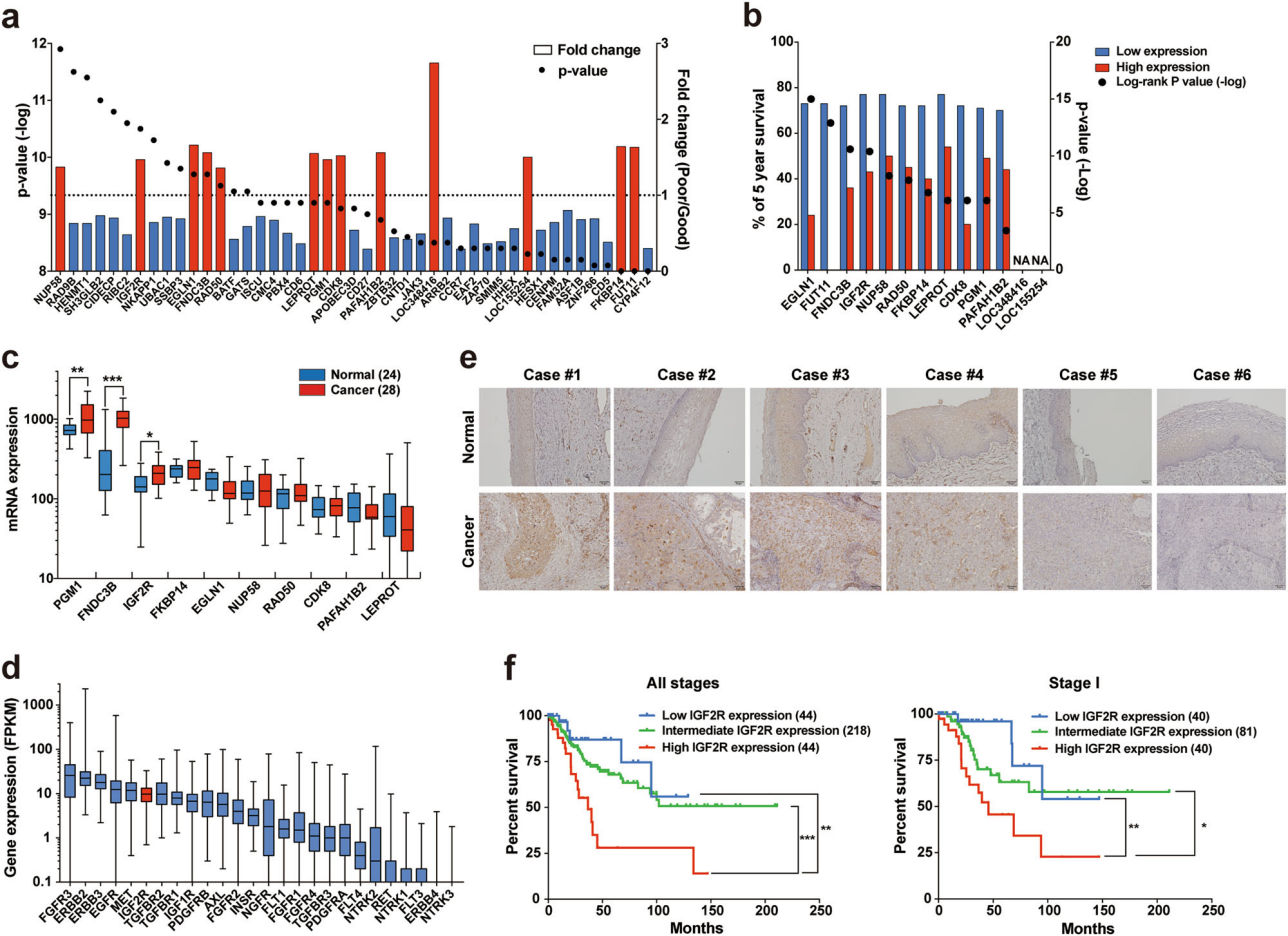
Aberrant expression of IGF2R is a poor prognostic factor in patients with cervical cancer. **a** Identification of genes with decreased or increased expression in patients with poor prognoses. Each dot and bar indicate the *p*-value and fold change, respectively. Fold change values were calculated by the average expression in short-term survivors (died within 2 years after diagnosis; 43 cases) divided by that of long-term survivors (alive over 4 years after diagnosis; 52 cases). Red and blue bars indicate high and low expression in short-term survivors compared to long-term survivors, respectively. Candidate genes are arranged in ascending order. **b** Correlation between patient survival and the mRNA expression levels of genes identified as having increased expression in short-term survivors. Each dot indicates the log-rank *p*-value. Blue and red bars indicate the percentage of 5-year overall survival in patient groups with low and high expression levels, respectively, of the corresponding genes. NA, data not available. **c** Differential gene expression between normal cervix (24 cases, blue box) and cervical cancer (28 cases, red box) samples. **d** Gene expression of major receptor tyrosine kinases. Each mRNA expression level is normalized to the FPKM value. Boxes and bars represented the range from first to third quartile and minimum to maximum, respectively. **e** Immunohistochemistry of IGF2R in normal cervix and cervical cancer tissues. Scale bar, 50 μm. **f** Overall survival analyses of cervical cancer patient groups classified by IGF2R mRNA expression. *, **, and *** represent *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively.

**Table 1:** Relationship between IGF2R expression and clinicopathological factors in patients with cervical cancer.

Variables	Number of cases	*IGF2R* expression	*P*-value
Age (years)			
<50	182	2,739	0.209
≥50	123	2,950	
Histological type 1			
Squamous cell carcinoma	258	2,834	0.777
Adenocarcinoma	47	2,768	
Histological type 2			
Keratinizing	55	3,086	0.14
Non-keratinizing	119	2,756	
Lymph node status			
No metastasis	130	2,724	0.716
Metastasis	71	2,652	
Distal metastasis			
No metastasis	135	2,657	0.202
Metastasis	21	3,190	
Primary therapy outcome			
CR/PR	141	2,947	0.551
SD/PD	24	3,149	
TMN staging			
Stage I	161	2,678	0.032
Stage II–IV	137	3,027	
TMN staging			
Stage I	161	2,678	-
Stage II	69	2,991	
Stage III	46	2,854	
Stage IV	22	3,501	

### Loss of IGF2R induces apoptosis and drug sensitivity in cervical cancer cells

To investigate the biological significance of IGF2R and IGF1R in cervical cancer cells, we analyzed six cervical cancer cell lines using gene knockdown. In each gene, the mRNA expression levels correlated positively with the protein expression levels (Supplementary Fig. S2a). Consistent with a correlation analysis of an RNAseq dataset of cervical cancer tissues (Supplementary Fig. S1b), there was no relationship between IGF2R and IGF1R protein expression (Fig. 2a). Although IGF2R knockdown significantly decreased the cell viability of four cell lines out of six with time, no positive or negative impact on cell viability was observed after IGF1R knockdown (Fig. 2b, bottom panel, and Fig. 2c). Although neither IGF2R nor IGF1R knockdown altered cell cycle status in cervical cancer cells (Supplementary Fig. S2b), only apoptotic cells and caspase activities were significantly increased by IGF2R knockdown (Fig. 2d, e, and Supplementary Fig. S2c). Interestingly, IGF2R knockdown also enhanced cell sensitivity to cisplatin (Fig. 2f), suggesting that IGF2R contributes to chemotherapy refractoriness. Conversely, the knockdown effects on both cell migration and invasion were negligible (Supplementary Fig. S2d, e). Finally, IGF2R knockdown decreased both colony- and spheroid-formation abilities (Fig. 2g, h). IGF1R seemed to be affected by IGF2R knockdown, especially in the BOKU cell line. Western blotting with several IGF2R siRNAs showed that IGF1R expression was not affected in most cases of IGF2R knockdown transfection (Supplementary Fig. S2f). We selected siIGF2R#2, in which IGF1R expression was not decreased, and validated the cell viability (Supplementary Fig. S2f and Fig. 2c). IGF2R knockdown by siIGF2R#2 also decreased colony-formation ability and enhanced cell sensitivity to cisplatin in BOKU cells (Supplementary Fig. S2g, h). Thus, the loss of IGF2R induces caspase-dependent apoptosis and drug sensitivity in cervical cancer cells.

**Fig. 2:**
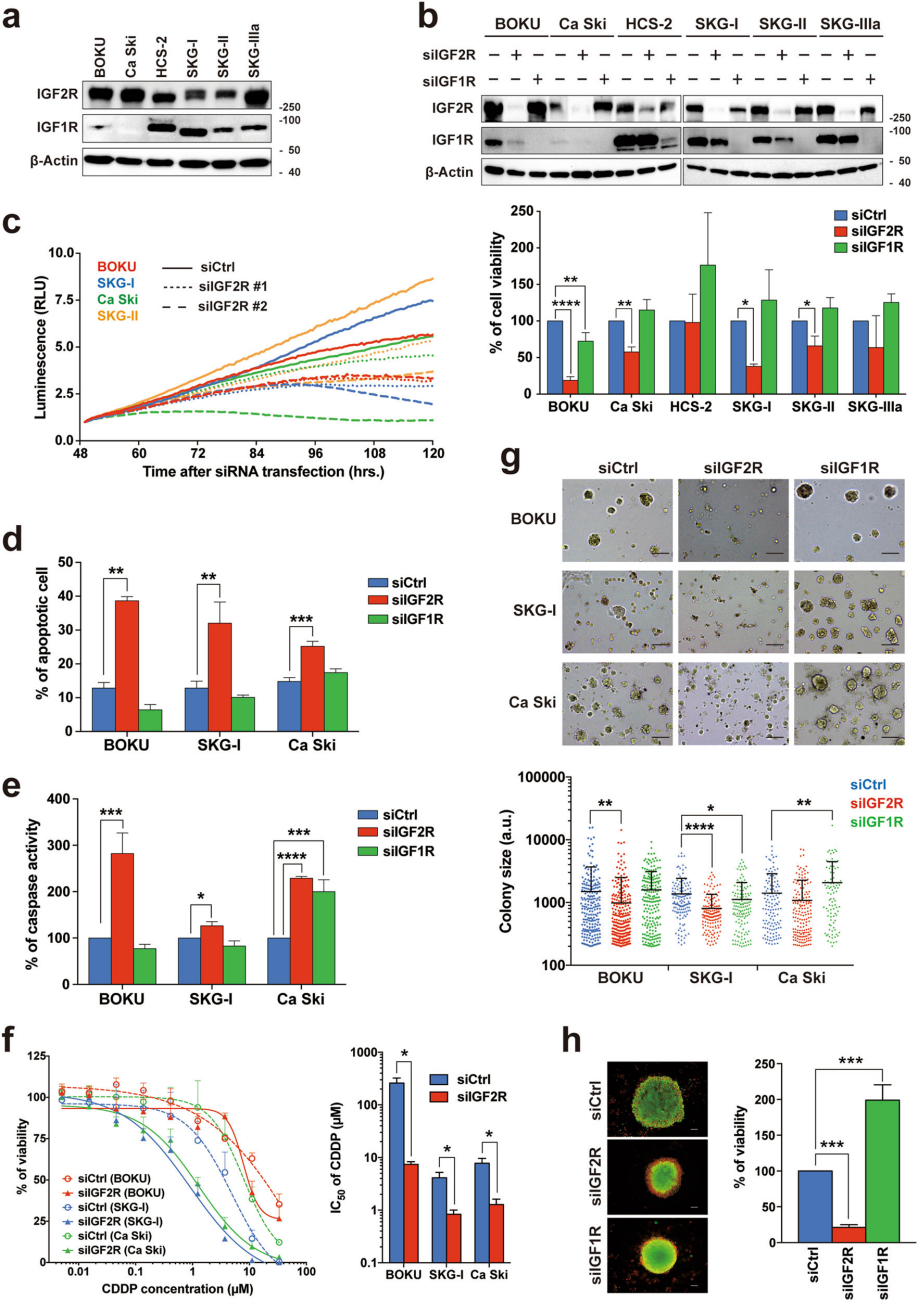
Knockdown of IGF2R induces apoptosis and drug sensitivity in cervical cancer cells. **a** Western blot analysis of IGF2R and IGF1R in cervical cancer cell lines. **b** Transient knockdown of IGF2R and IGF1R in cervical cancer cells. At 144 h after siRNA transfection, both the knockdown levels of the genes (top panel) and cell viability (bottom panel) were analyzed by western blot analysis and cell viability assay, respectively. **c** Time course analyses of cell growth under IGF2R knockdown (siIGF2R#1: s7219 and siIGF2R#2: HSS105256). **d** Apoptosis status of cells with IGF2R or IGF1R knockdown. Apoptotic cell populations (Annexin V-FITC^+^) at 144 h after siRNA transfection were analyzed by flow cytometry. Dot plots are shown in Supplementary Fig. S2c. **e** Total activities of caspase 3 and 7 of IGF2R- or IGF1R-knockdown cells at 144 h after siRNA transfection. **f** Sensitivity of IGF2R-knockdown cells to cisplatin. At 48 h after siRNA transfection, cells were further exposed to various concentrations of cisplatin for 96 h. The left and right panels show the dose-response curves and IC_50_ values for cisplatin (CDDP). **g** Matrigel-based three-dimensional culture assay at 12 days after siRNA transfection. Representative images of colonies and colony size are shown in the top and bottom panel, respectively. a.u.: arbitrary unit. **h** Spheroid-forming abilities of cells cultured on a non-adherent plate at 12 days after siRNA transfection are detected by live and dead staining (left panel). Green and red staining indicates viable and dead cells, respectively. The cell viability of the cultured spheroids was validated by monitoring their ATP levels (right panel). All the error bars represent the standard deviation of three independent experiments. *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001, ****p *<* 0.0001; *t*-test with Welch’s correction and Dunnett’s multiple comparisons test. Scale bars represent 100 μm.

### The oncogenic functions of IGF2R are independent of IGF1R signaling

Since IGF2R is widely accepted as a scavenger of IGF-2, which activates IGF1R signaling, we verified whether IGF2R knockdown-induced apoptosis could be attributed to alterations in IGF1R signaling. Immunocytochemical analyses showed that IGF-2 bound to IGF2R on cervical cancer cells and other cancer cells, as previously reported (Fig. 3a). However, the translocation of IGF-2 into lysosomes was not inhibited by IGF2R knockdown (Fig. 3b). Neither IGF2R knockdown nor IGF-2 addition activated IGF1R signaling pathways (Fig. 3c). Furthermore, IGF1R knockdown did not rescue the cell death induced by IGF2R knockdown (Fig. 3d). This indicates that IGF-2–IGF1R signaling is not particularly significant in cervical cancer cells. Besides IGF1R, the major receptor tyrosine kinase signaling pathways were not altered by IGF2R knockdown (Fig. 3e). Further signaling analysis revealed that IGF2R knockdown activated a stress-activated serine/threonine protein kinase, p38 mitogen-activated protein kinase, in a time-dependent manner (Fig. 3f), whereas inhibition of the kinase did not rescue IGF2R knockdown-induced cell death (Fig. 3g), suggesting an indirect signal activation associated with cell death. Therefore, we considered that novel mechanisms of oncogenic IGF2R may exist in cervical cancer.

**Fig. 3:**
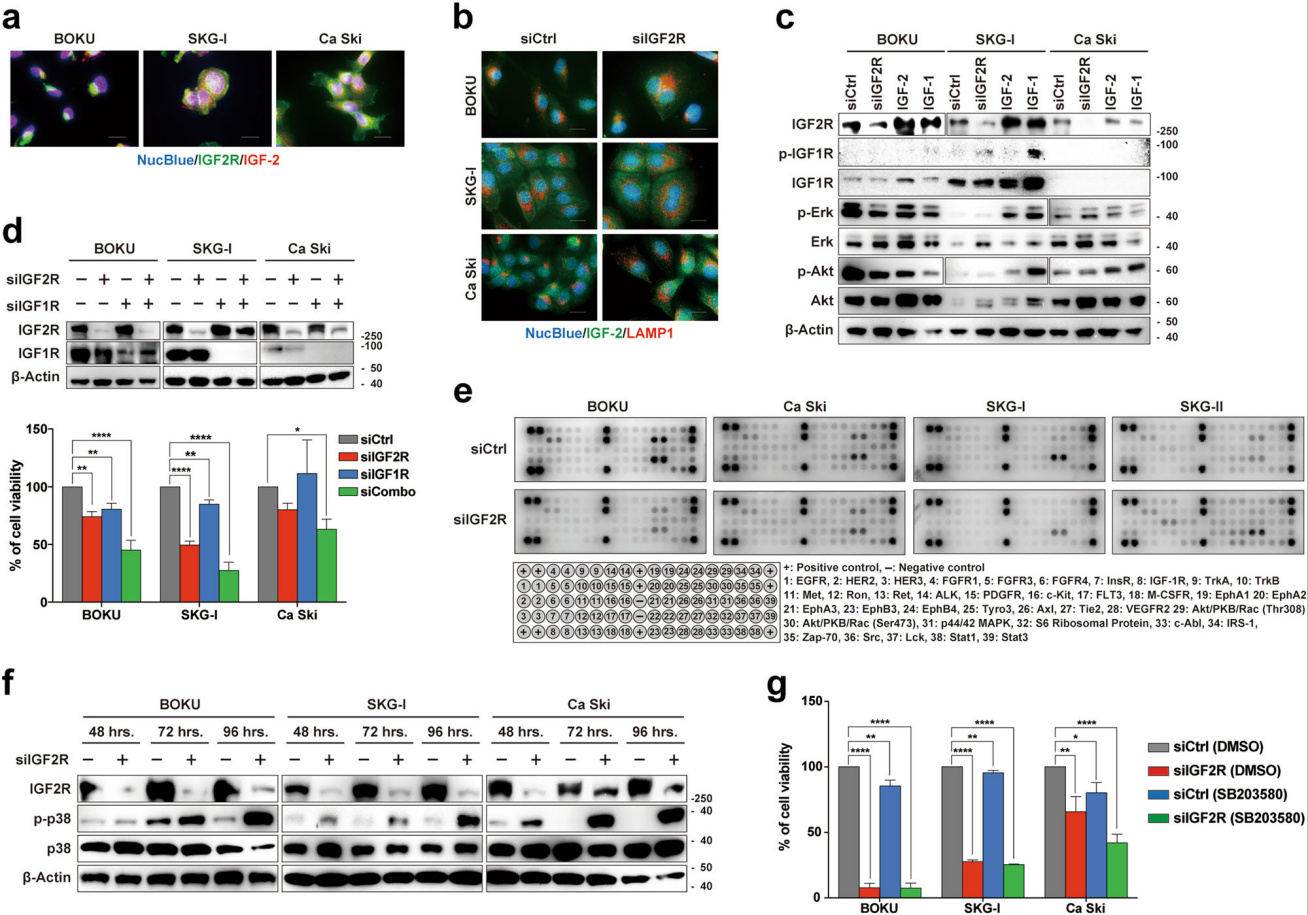
The neutralization effect of IGF2R on IGF1R signaling is negligible in cervical cancer. **a** Co-localization of IGF2R (green) and IGF-2 (red) in cervical cancer cells. **b** Influence of IGF2R on IGF-2 degradation. At 96 h after IGF2R knockdown, cells were stained with anti-IGF-2 (green) and anti-LAMP1 (red) antibodies. **c** Activation of IGF1R signaling pathways in cervical cancer cells. The phosphorylation of IGF1R and its downstream kinases were analyzed by western blot analysis. In addition to IGF2R knockdown samples at 24 h after siRNA transfection, other samples that recovered at 15 min after stimulation by their ligands (IGF-1 and IGF-2) were also analyzed. **d** Combined effect of IGF2R and IGF1R knockdown on cell viability. The knockdown of each receptor was confirmed by western blot analysis (top panel). The bottom panel shows the viability of cells at 144 h after transfection **e** Phosphorylation profile of major RTKs signaling in IGF2R-knockdown cells at 72 h after siRNA transfection. A complete target map is shown in the bottom panel. **f** Time-dependent changes in p38 MAPK phosphorylation status after IGF2R knockdown. **h** Rescue effect of p38 MAPK inhibition on IGF2R knockdown-induced cell death. siRNA-transfected cells were further exposed to 1 μM SB203580 (p38 MAPK inhibitor) for 96 h, and their viabilities were measured. All the error bars represent the standard deviation of three independent experiments. *p *<* 0.05, **p *<* 0.01, ****p *<* 0.0001; Dunnett’s multiple comparisons test. Scale bars represent 20 μm.

### Downregulation of Golgi apparatus-centered vesicular transport by IGF2R knockdown

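The mRNA of BOKU and SKG-I, 2 cervical cancer cell lines, was measured 72 h after transfection with a control siRNA (siCtrl) or an siRNA against IGF2R (siIGF2R) at 10 nM. Each line gave 1 RNA sample per siRNA, and each of these 4 RNA samples was hybridized to 2 GeneChip arrays, so that 8 arrays were compared. The authors summarized each probe set as a MAS5 signal, an intensity on a linear scale, and scaled the arrays to a common level. The deposited signals were used without further normalization, on a log2 scale. Because the duplicate arrays carried the same RNA, their mean was taken as 1 sample, and the 2 cell lines were the replicates. The log2 signals of duplicate arrays differed with a standard deviation of 0.27 to 0.35. The small number of RNA samples limits the precision of every value. Probe sets at a signal of 500 or more on at least 1 of the 8 arrays were analyzed, which left 16517 of 54675 probe sets (30.2%) after 62 control probe sets had been removed. Of these, 14544 were annotated with 1 gene, 765 with several and 1208 with none, and they covered 8961 genes. siIGF2R was compared with siCtrl over both lines by limma, with the cell line as a block, a two-sided test and an adjusted p under 0.05 as the threshold. Each probe set had 1 residual degree of freedom, to which limma added 4.82 from the spread of all probe sets. Beside this test, probe sets that differed by at least 2-fold in the same direction in each line were counted. Gene lists were tested by camera with a preset correlation of 0.01 between genes, on the probe set with the highest mean signal of each gene. The comparisons, their tests and the gene lists were chosen before the data were examined, and tests and settings added later are named as such where they are given. The values of Table S1 and Fig. 4e, which come from these arrays, had been seen, so genes listed there are not independent evidence.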

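IGF2R mRNA fell in both lines, from signals of 7288 and 6710 on the BOKU siCtrl arrays to 641 and 645, and from 4120 and 3838 in SKG-I to 257 and 295. Its log2 fold change was −3.65 (standard error 0.21, 2 lines, adjusted p = 0.0221 from limma), and its other measured probe set had −3.29. Genes other than IGF2R that passed the limma test were ranked by the smaller of their changes in the 2 lines. EDIL3, a secreted protein that binds integrins, came out highest in this order with a log2 fold change of 3.80 (standard error 0.34, adjusted p = 0.0221 from limma). Its siCtrl signal of 30.5 in SKG-I is under the array medians, so the size of its change and its place are uncertain, and a floor of 100 on the signals gave EDIL3 2.95, below NEGR1. The adhesion molecule NEGR1 was next in this order with 3.20, then PXYLP1 with 3.17. SNAP25, a SNARE protein of regulated exocytosis, rose by 2.75, PANK3, an enzyme of coenzyme A synthesis, by 2.65, the cytokine receptor subunit IL10RB by 2.59 and the cyclic AMP-responsive transcription factor CREM by 2.56. GATM, FAM216A and MFAP5 completed the 10 largest rises. Among the 10 largest falls, AP2B1, a subunit of the clathrin adaptor AP-2, had a log2 fold change of −2.94 (standard error 0.20, adjusted p = 0.0221 from limma). The cytochrome P450 CYP1B1 had −2.82, STYX −2.64, ZCCHC17 −2.36 and the transcription factor NFIX −2.31, or −1.90 with the same floor, since its siIGF2R signal in SKG-I was 56.5. The GTPase RAB1B, DRC9, SMIM20, ENOX2 and the reductase AKR1B10 were the others. In all, 520 probe sets of 351 genes were at least 2-fold higher and 377 of 256 genes at least 2-fold lower in both lines, where independent changes in the lines would give 107 and 51.5. By limma, 363 probe sets of 266 genes rose and 346 of 232 genes fell, and 309 and 270 of these were also among those changed 2-fold in both lines. BOKU arrays decide the limma counts, which were 838 and 759 without siCtrl array 1, 216 and 233 without siCtrl array 2, and 786 and 665 without siIGF2R array 2 of that line. Without the trend of the variance with signal, limma called 0 probe sets, against 3865 at an unadjusted p under 0.05, and the calls of GATM, MFAP5 and DRC9 were lost with a floor of 100 on the signals (adjusted p = 0.0928, 0.0604 and 0.0669), those of MFAP5 and DRC9 also without BOKU siCtrl array 2 (adjusted p = 0.0571 and 0.0546) and that of MFAP5 without SKG-I siIGF2R array 1 (adjusted p = 0.0504) and after quantile normalization (adjusted p = 0.0555).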

Transcriptome analyses in IGF2R-knockdown cervical cancer cells (Fig. 4a) identified 317 and 287 genes to be commonly upregulated or downregulated, respectively, by IGF2R knockdown (Fig. 4b, Supplementary Table S1, and GEO accession number: GSE137998). 

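Genes of Golgi and ER vesicle transport were lower after IGF2R knockdown, with a median log2 fold change of −0.11 in BOKU and −0.30 in SKG-I. Among its 96 measured genes are 15 of Fig. 4e, which the study chose on these arrays and which are not independent evidence of the direction. Of the 96 genes, 9 fell and 6 rose, most of them genes of Fig. 4e (12 and 9 when adjusted over the list alone). The list was lower than the other genes by camera (adjusted p = 0.00935, and 0.815 with an estimated correlation). An estimated correlation leaves camera 1 degree of freedom in this design. It could hardly call any list, so its p values here and below do not decide whether a list changed. The COG and GARP tethers, complexes that catch vesicles at Golgi membranes, were lower by camera with its preset correlation. Their median was −0.61 over 12 genes (adjusted p = 0.00217, and 0.779 with an estimated correlation). COG5 and VPS54 fell among them (6 genes when adjusted over the list alone). Like ARCN1 and SAR1B, named next, they are genes of Fig. 4e and not independent evidence. The COPI coat, which returns vesicles to the ER, had a median of −0.24 (adjusted p = 0.0645), and its subunit ARCN1 fell. The COPII coat, which carries cargo out of the ER, had a median of −0.07 but a mean of 0.28 (adjusted p = 0.490), and its GTPase SAR1B rose. Of 21 clathrin adaptor genes, AP2B1 and AP2M1 fell (adjusted p = 0.127 for the list), and of 25 genes of the mannose 6-phosphate pathway IGF2R alone fell (adjusted p = 0.0791 for the list). IGF2R is the target of the siRNA, and the list was not tested without it, so its p values include the knockdown itself. AP2M1 did not pass without BOKU siIGF2R array 1 or siCtrl array 2 (adjusted p = 0.0628 and 0.0556), after quantile normalization (0.0683) or without a filter (0.0823). The Golgi list did not pass without probe sets that match several transcripts (adjusted p = 0.113) or, in a setting added after the values were seen, with the median change of each signal class subtracted (adjusted p = 0.0635), and the COPI coat passed without BOKU siIGF2R array 2 (adjusted p = 0.0468) or SKG-I siCtrl array 1 (adjusted p = 0.0458) and without a filter (adjusted p = 0.0174), as did the mannose 6-phosphate pathway without a filter (adjusted p = 0.0336). AP2M1 also did not pass after the subtraction by signal class (adjusted p = 0.0574 from limma).

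Among 36 lysosomal hydrolases, the cathepsin CTSB fell with a log2 fold change of −1.53, the peptidase TPP1 with −0.95 and the thioesterase PPT1 with −0.74 (adjusted p = 0.139 for the list). In the lysosomal membrane and proton pump list, limma called 0 of 27 genes, 8 were lower at an unadjusted p under 0.05, and the median was −0.19 (adjusted p = 0.0172 by camera, and 0.779 with an estimated correlation). The autophagy core genes had 0 of 31 called, 8 lower and 3 higher at an unadjusted p under 0.05, and a median of −0.11 (adjusted p = 0.237). The mitophagy list was lower, with a median of −0.69 over 12 genes, and the mitophagy receptor BNIP3L and the outer membrane channel VDAC1 fell, with log2 fold changes of −1.49 and −0.99 (adjusted p = 0.00928, but 0.779 with an estimated correlation and 0.140 without probe sets that match several transcripts). Of 24 genes of the oxidative stress response, 4 fell and none rose (10 when adjusted over the list alone), among them AKR1B10, SRXN1 with −1.27 and TXNRD1 with −0.81, and the list was lower (median −0.44, adjusted p = 4.8e-05, and 0.779 with an estimated correlation). Proteasome subunits were also lower (median −0.31, adjusted p = 2.5e-05, and 0.779 with an estimated correlation), although limma called 0 of 27 (6 when adjusted over the list alone, 15 lower at an unadjusted p under 0.05). Genes of oxidative phosphorylation were lower by camera (median −0.24 over 39 genes, adjusted p = 0.000142, but 0.779 with an estimated correlation, and 0.0527 with a median of −0.15 after the subtraction by signal class), but NDUFA5, the member past the limma test, rose by 1.10. The cytosolic ribosomal proteins had a median of −0.11 (adjusted p = 0.000176, and 0.779 with an estimated correlation), and RPS24 and RPS12 fell, with −1.82 and −0.90. Without BOKU siIGF2R array 1, the lysosomal membrane list (adjusted p = 0.0716), the ribosomal list (adjusted p = 0.206), TPP1, PPT1, TXNRD1, NDUFA5 and RPS12 (adjusted p of 0.0501 to 0.0592) did not pass, TPP1, PPT1 and NDUFA5 did not without BOKU siCtrl array 2 (0.0511 to 0.0565), and TPP1 and NDUFA5 did not without SKG-I siIGF2R array 1 (0.0524 and 0.0527). After quantile normalization, these 5 genes and CTSB had adjusted p values of 0.0540 to 0.0664, and both of these lists did not pass either (adjusted p = 0.131 and 0.503), nor without probe sets that match several transcripts (0.128 and 0.656) or after the subtraction by signal class (0.151 and 0.332), and the lysosomal membrane list did not with the mean of a gene's probe sets (0.0590). Without a filter PPT1, TXNRD1 and RPS12 did not pass (adjusted p of 0.0752, 0.0640 and 0.0514), nor PPT1 after the subtraction by signal class (0.0543) or NDUFA5 with median scaling or the arithmetic mean of duplicates (0.0543 and 0.0527).

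Genes of the cyclic AMP and immediate early response were higher, with a median of 0.43 in BOKU and 1.25 in SKG-I, and 3 of 19 rose and none fell (7 when adjusted over the list alone). These were CREM, the growth response factor EGR1 with a log2 fold change of 1.99 and the stress response factor ATF3 with 1.51 (adjusted p = 0.000334 for the list, and 0.779 with an estimated correlation). CREM is listed in Table S1, which comes from these arrays, so its rise is not independent evidence. The list was not tested without CREM. The interferon response list was higher, with medians of 0.21 in BOKU and 1.61 in SKG-I (adjusted p = 0.000546, and 0.779 with an estimated correlation), and of its 25 genes the kinase EIF2AK2 rose, by 1.31. EIF2AK2 did not pass without BOKU siCtrl array 2 (adjusted p = 0.0576) or after quantile normalization (adjusted p = 0.0515). Of the 31 lists with at least 5 measured genes, 2 were higher and 9 lower by camera. The other 20 had adjusted p values from 0.0645 to 0.926. Of the 9 lower lists, 1 was the primer list of Table S2. It holds genes of Fig. 4e, which the study chose on these arrays, so it is not independent evidence. The paper does not state how the other genes of that list were chosen. With an estimated correlation, which leaves camera 1 degree of freedom in this design, 0 lists passed and 0 had an unadjusted p under 0.05. The smallest unadjusted p was 0.109, for the Table S2 list, although that list holds genes chosen on these arrays. This setting could hardly call any list and does not decide whether a list changed. By fry, which tests whether the genes of a list move one way, 0 passed and 5 had an unadjusted p under 0.05.

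**Figure D1:**
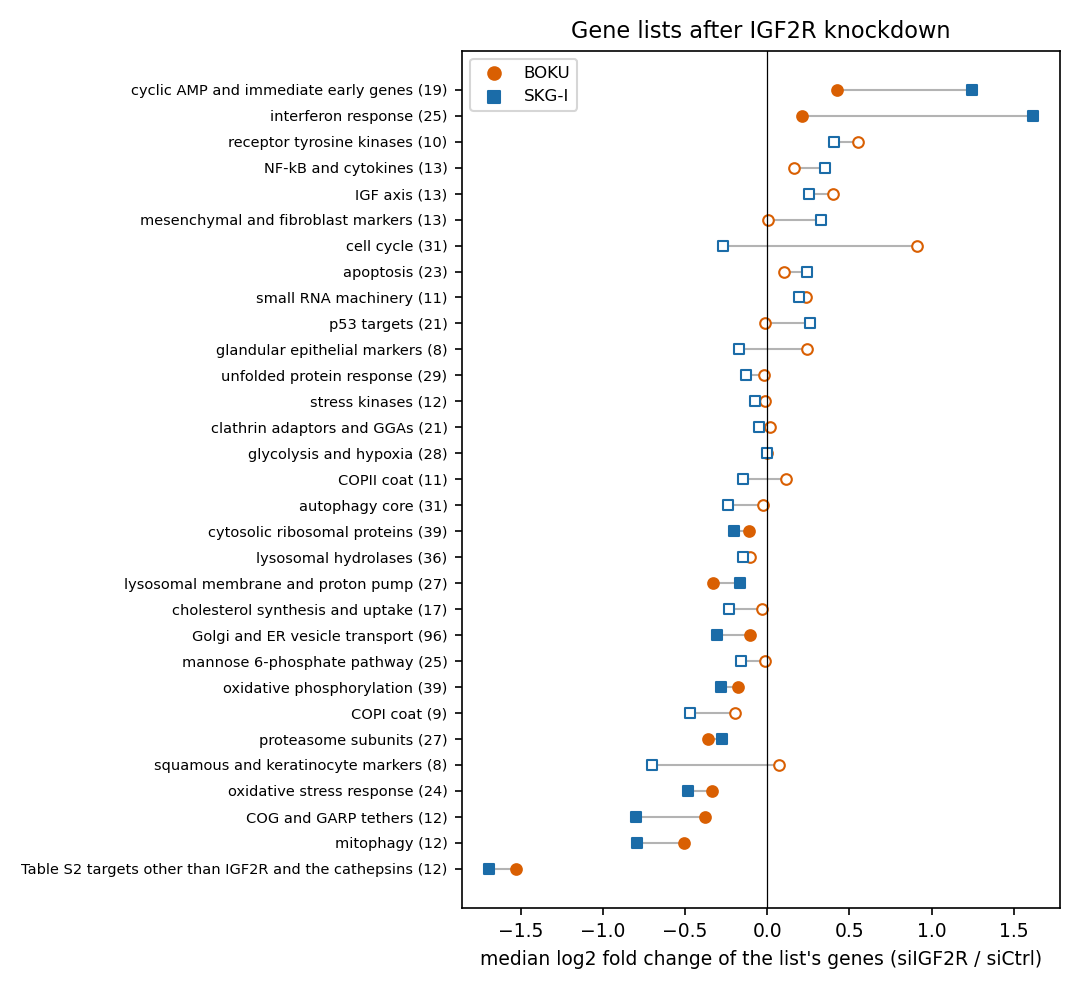
Median log2 fold change of siIGF2R against siCtrl in BOKU (circles) and SKG-I (squares) for the 31 gene lists tested, with the number of measured genes in brackets. Filled symbols mark the 11 lists with an adjusted p under 0.05 by camera, of which 2 were higher and 9 lower. The 9 include the Table S2 list, which holds genes of Fig. 4e that the study chose on these arrays.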

Although gene set enrichment analysis identified both positively and negatively enriched gene set candidates (Fig. 4c), a gene set relevant to vesicle transport in the Golgi apparatus was the only significant result among them. 

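In the Golgi vesicle transport gene set of Fig. 4e, 10 of the 11 genes shown there as decreased fell, and 7 of the 8 shown as increased rose, at an adjusted p under 0.05 from limma. All 19 genes had the direction of the figure in both lines. The study chose these genes on the same arrays, so their count is not independent evidence of a direction. RAB1B, a GTPase of transport between ER and Golgi, fell from a signal of 2326 to 126 in BOKU and from 2002 to 277 in SKG-I (log2 fold change −3.53, standard error 0.36, 2 lines, adjusted p = 0.0221 from limma). DYNC1I2, an intermediate chain of the motor protein dynein, had a log2 fold change of −2.01 (standard error 0.16). ARCN1 had −1.86, RER1, which returns proteins to the ER, −1.61, COG5 −1.56 and VPS54 −1.41. SCAMP1, a membrane protein of secretory carriers, rose by 1.84 (standard error 0.20), SAR1B by 1.69, BCAP29 by 1.44, ATP9A by 1.43 and the golgin GOLGA4 by 1.29. RAB1A, which shares its label with RAB1B in the heat map, had 0.02 (standard error 0.11, adjusted p = 0.907 from limma), with values of 0.17 and 0.02 at its other probe sets and −0.01 after median scaling. The probe set of CD59 with the highest signal had −0.45 (adjusted p = 0.0892 from limma), and its other probe sets had −0.45 and −0.23, which did not pass, and −1.37 and −1.70, which did. That of GAS6 had 1.19 (adjusted p = 0.0602 from limma), and another probe set of GAS6 rose by 1.46. SEC22B had −0.91 in BOKU and −1.09 in SKG-I, and passed the test (adjusted p = 0.0411 from limma). For SCAMP1, SAR1B, BCAP29, GOLGA4, CNIH4, RER1 and SEC22B, at least 1 other probe set did not pass. All of these had the direction of their gene, the smallest change being 0.39 for BCAP29 (adjusted p = 0.290 from limma). Of the genes in the primer list of Table S2 outside this set, CMAS fell by 2.05, MGAT5 by 1.99 and ATL3 by 1.42. Of the 12 genes of that list without IGF2R, the cathepsins and GAPDH, 10 fell and 1 rose. These 12 genes were lower by camera (adjusted p = 1.2e-06, and 0.779 with an estimated correlation). They include genes of Fig. 4e, which the study chose on these arrays, so their count is not independent evidence. The paper does not state how CMAS, MGAT5 and ATL3 were chosen. GAS6 passed without BOKU siCtrl array 1 or siIGF2R array 2 (adjusted p = 0.0257 and 0.0358), while COMMD1 and NAPG did not pass without BOKU siCtrl array 2 (adjusted p = 0.0546 and 0.0555), nor NAPG without SKG-I siIGF2R array 1 (adjusted p = 0.0513). After quantile normalization SEC22B, COMMD1, NAPG and BCAP29 had adjusted p values from 0.0515 to 0.0571, NAPG and BCAP29 had 0.0526 and 0.0510 with median scaling, and NAPG had 0.0506 with the arithmetic mean of duplicates.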

Overall, IGF2R knockdown decreased the expression of 11 genes in the gene set (Fig. 4d–f), suggesting that the receptor participates in the regulation of vesicle transport in the Golgi apparatus.

**Fig. 4:**
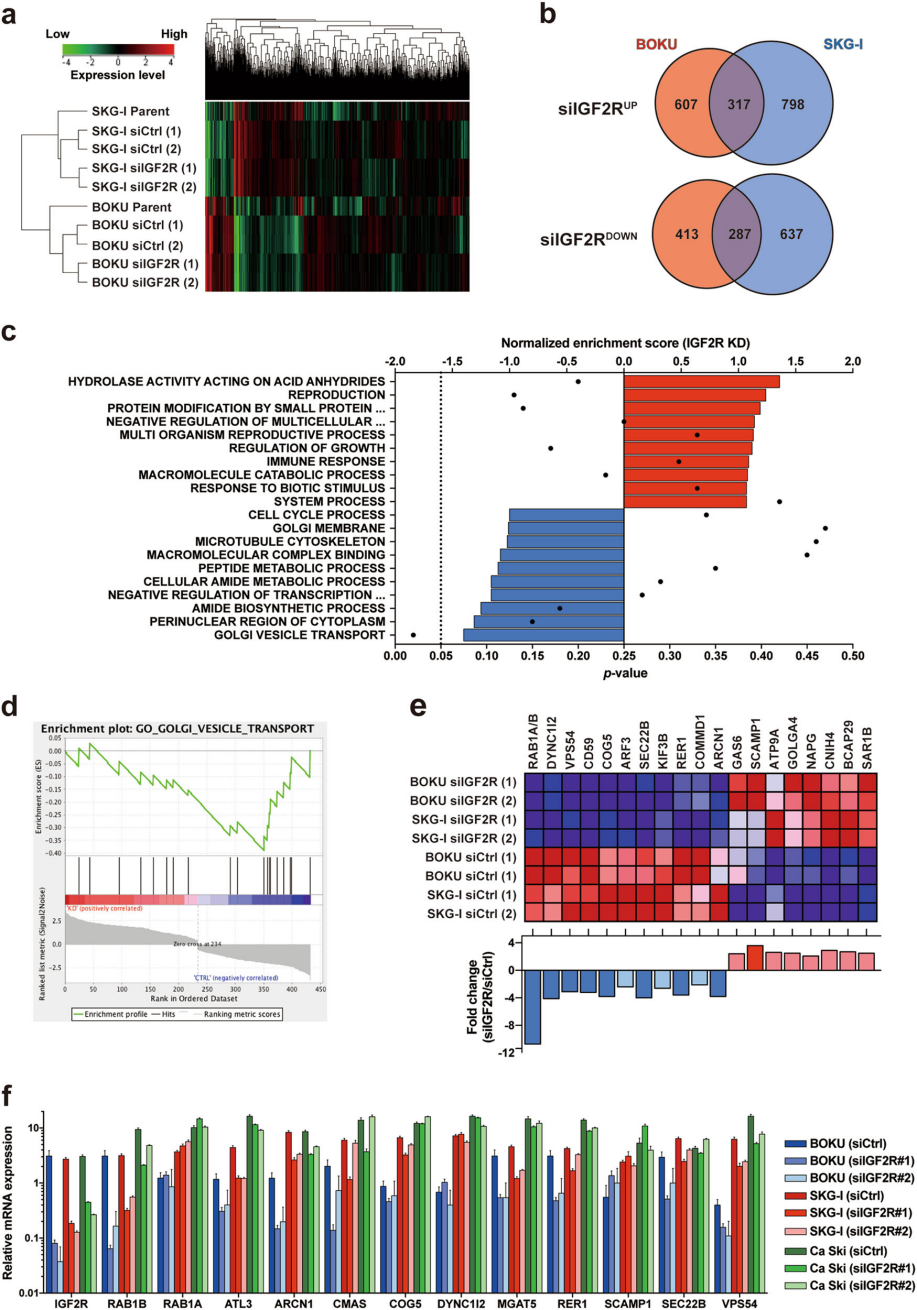
Transcriptomic analysis in IGF2R-knockdown cervical cancer cells. **a** An unsupervised hierarchical clustering based on gene expression. The same total RNA from siRNA-transfected cells were analyzed in duplicate (i.e., (1) and (2)). **b** IGF2R-regulated genes in cervical cancer cells. Venn diagrams of probes for which expression was increased (top panel) or decreased (bottom panel) by IGF2R knockdown. The number of probes in each group is shown in the circles. A list of the probes common among cell lines is shown in Supplementary Table 1. **c** Gene set enrichment analysis (GSEA) of a probe set that commonly changed their expression after IGF2R knockdown. Top ranked gene ontology terms are shown in the graph. Bars and plots depict the normalized enrichment score and *p*-value of each gene ontology term, respectively. A vertical dashed line represents *p* *=* 0.05. **d** Enrichment plot of a gene ontology term, “GOLGI VESICLE TRANSPORT,” which is the only gene set with significant *p*-values in the GSEA. **e** Expression profiles of the 19 genes included in the gene set in (**d**). The mRNA expression levels of the genes in siRNA-transfected samples are shown as a heat map (top panel). Red and blue columns represent increased and decreased expression of a gene, respectively. The fold change values between the groups in (**c**) are shown in the bottom panel. **f** Quantification of the mRNA expression level of genes included in the gene set in (**d**). Two kinds of siRNAs targeting IGF2R (#1 and #2) were used. Error bars depict the standard error.

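The duplicate arrays of each RNA sample joined first in the clustering (1 minus Pearson correlation of log2 signal, average linkage), at heights of 0.0113 to 0.0155. The siIGF2R and siCtrl arrays of BOKU joined next at 0.0710 and those of SKG-I at 0.0959, and the 2 cell lines joined last at 0.438. Across the 16517 probe sets, which are not independent of one another, duplicates had Pearson correlations of 0.984 to 0.989. Arrays of the same line with the other siRNA had 0.902 to 0.931. Arrays of the other line had 0.569 to 0.595 with the same siRNA and 0.536 to 0.549 with the other siRNA. Between duplicates, 147 to 252 probe sets (0.890% to 1.53%) differed by more than 2-fold.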

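In BOKU 1241 probe sets were at least 2-fold higher and 813 at least 2-fold lower after IGF2R knockdown, and in SKG-I 1423 were higher and 1046 lower. Of these, 721 higher and 436 lower in BOKU, and 903 higher and 669 lower in SKG-I, were not at least 2-fold changed in the same direction in the other line. These counts use no test, since each siRNA gave 1 RNA sample per line. They include 63 probe sets that differed at least 2-fold in opposite directions, 30 of them higher in BOKU and lower in SKG-I and 33 the reverse, where independent changes would give 78.6 and 70.0, respectively. Of these 63 probe sets, 13 reached the signal of the filter in both lines. The interferon-induced gene IFIT1, named after its values were seen, had signals of 1010 with siCtrl and 331 with siIGF2R in BOKU and of 511 and 5413 in SKG-I, log2 fold changes of −1.61 and 3.40 (adjusted p = 0.620 from limma over both lines). Across all probe sets analyzed, which are not independent replicates, the log2 fold changes in the lines had a Pearson correlation of 0.525. The Spearman correlation was 0.556. Without the signal filter, these correlations were 0.183 and 0.226.

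**Figure D2:**
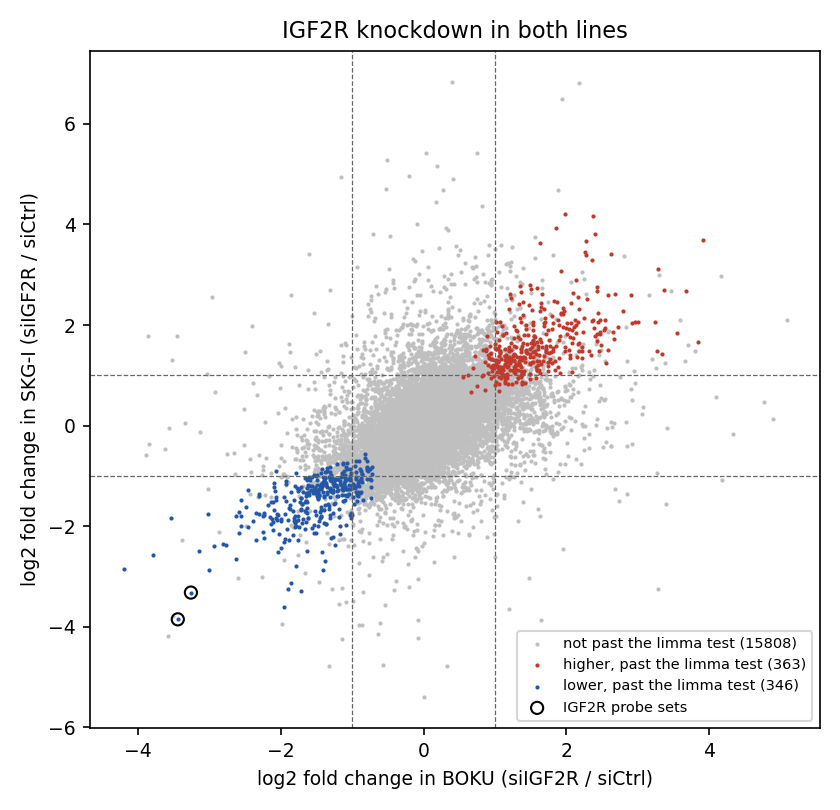
Log2 fold change of siIGF2R against siCtrl in BOKU (x axis) and SKG-I (y axis) for 16517 probe sets, with dashed lines at 2-fold and the IGF2R probe sets circled. Red points rose (363) and blue points fell (346) by limma, and the others did not pass the test.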

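By line, RAB1B had the largest difference among the 19 genes, with log2 fold changes of −4.20 in BOKU and −2.86 in SKG-I. KIF3B, a kinesin motor subunit, had −1.62 and −1.17, and ARF3, a small GTPase of the Golgi, −1.22 and −1.30. The other probe sets of ARF3 had −0.41 and −0.81 over both lines and did not pass (adjusted p = 0.203 and 0.0953 from limma). Of the genes that rose, BCAP29 had 1.03 in BOKU and 1.86 in SKG-I and CNIH4, a cargo receptor of the ER, had 1.15 and 1.22. Differences between the lines were not tested. From the decreased genes of this set, which it also quantified with different siRNAs against IGF2R (Fig. 4f), the paper proposes a role of IGF2R. By this proposal, IGF2R takes part in regulating vesicle transport in the Golgi apparatus.

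**Figure D3:**
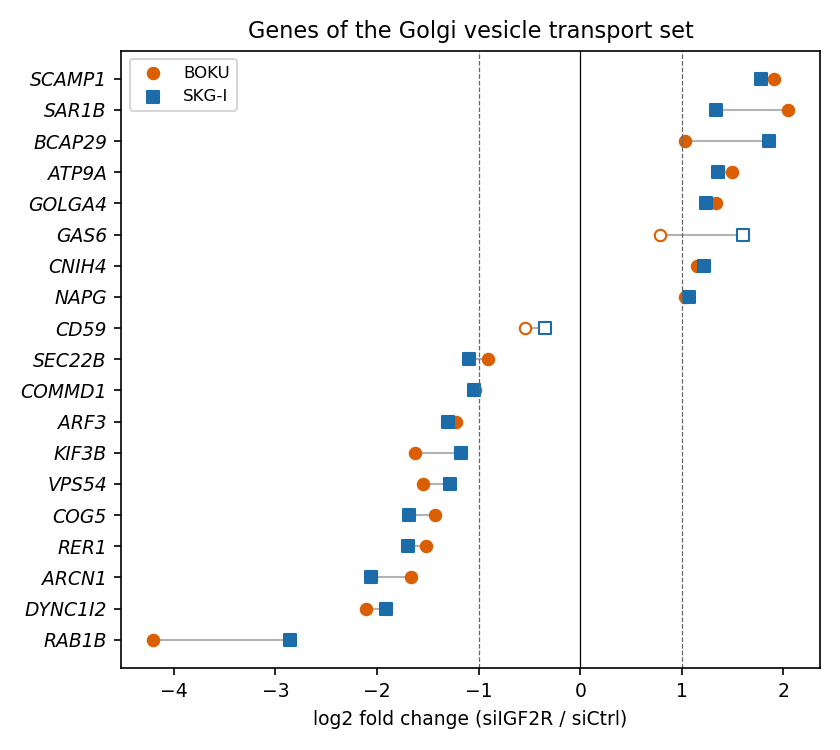
Log2 fold change of siIGF2R against siCtrl in BOKU (circles) and SKG-I (squares) for the 19 genes, each by its probe set with the highest mean signal, with dashed lines at 2-fold. Open symbols mark CD59 and GAS6, whose probe sets shown did not pass the limma test, and each gene lies on the same side of 0 in both lines.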

### IGF2R maintains autophagy and mitophagy by regulating lysosomal homeostasis

IGF2R binds to M6P-labeled proteins and transports them from the trans-Golgi network (TGN) to the lysosome via vesicular transport systems^16^. Moreover, over 90% of the receptor localizes around intracellular organelles, such as Golgi apparatuses and late endosomes^17,18^. Consistent with these findings, most of the IGF2R was localized intracellularly and co-localized with Golgi apparatuses and early/late endosomes but not with lysosomes (Supplementary Fig. S3a and Fig. 5a). Next, we validated lysosome function in IGF2R-knockdown cells, since lysosomes are considered to be the organelles most affected by the insufficient delivery of M6P-labeled lysosomal enzymes. Time-dependent accumulation of both acidic and LAMP1-positive organelles was observed in IGF2R-knockdown cells (Fig. 5b and Supplementary Fig. S3b, c), suggesting that the receptor maintains lysosome homeostasis. Increased lysosomal membrane permeability (LMP) induces apoptosis via the release of lysosomal enzymes to the cytoplasm;^19^ however, IGF2R knockdown did not induce LMP (Supplementary Fig. S3d). In contrast, the activities of lysosomal enzymes were decreased by IGF2R depletion (Fig. 5c and Supplementary Fig. S3e). Lysosomes are inseparably related to various types of autophagy such autophagy and mitophagy^20^. Here, IGF2R knockdown promoted autophagosome formation (Fig. 5d). Considering that bafilomycin A-induced LC3-II conversion was not enhanced by IGF2R knockdown, as evidenced by densitometry analysis of three independent experiments, this knockdown had an autophagic inhibitory effect (Fig. 5e). Accordingly, polyubiquitinylated proteins were observed to be accumulated in IGF2R-depleted cells (Fig. 5f). Besides, IGF2R knockdown substantially reduced the mitochondrial membrane potential, indicating an accumulation of damaged mitochondria in the cells (Supplementary Fig. 3f). As a result, ROS production was augmented in IGF2R-knockdown cells (Fig. 5g). Immunocytochemical analysis showed a loss of mitophagosomes in IGF2R-knockdown cells (Fig. 5h), suggesting that IGF2R is essential for autophagy and mitophagy.

**Fig. 5:**
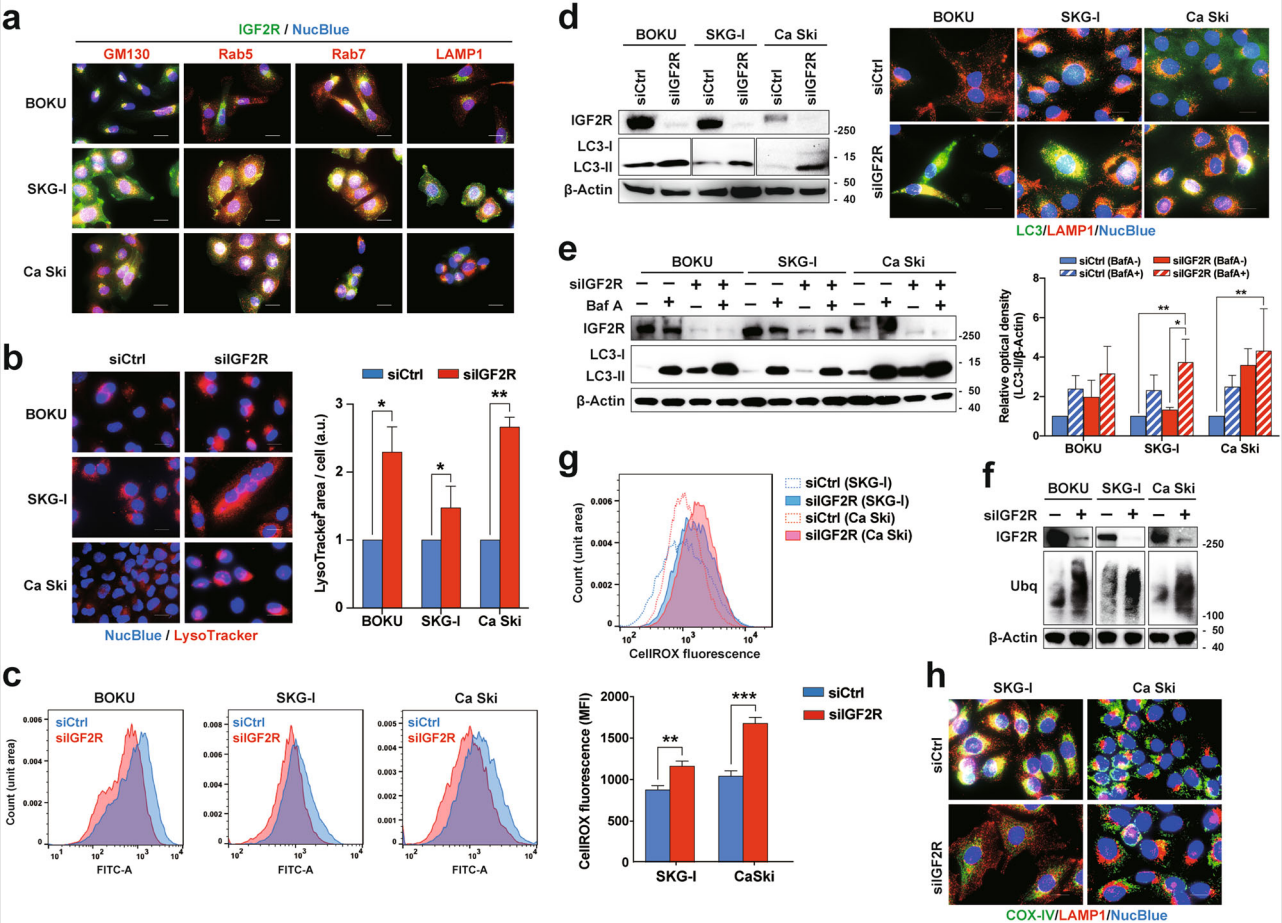
IGF2R maintains autophagy and mitophagy through lysosome homeostasis. **a** Distribution of IGF2R in subcellular compartments. GM130, Rab5, Rab7, and LAMP1 are markers for the Golgi apparatus, early endosome, late endosome, and lysosome, respectively. **b** Accumulation of acidic organelles in IGF2R-knockdown cells at 96 h after siRNA transfection. The LysoTracker^+^ area in the cells was measured and normalized by the number of nuclei. **c** Activities of lysosomal enzymes in IGF2R-knockdown cells. The activities were assessed using a self-quenching fluorophore-labeled peptide probe, which yields green fluorescence in response to lysosomal enzyme cleavage. Flow cytometric analysis of the probe-treated cells at 96 h after siRNA transfection. **d** Induction of autophagosome formation by loss of IGF2R. Western blot analysis of the LC3-I and LC3-II status in cells at 96 h after siRNA transfection (left panel). Immunocytochemical analysis of autophagosomes and autolysosomes in the cells under the same conditions (right panel). Anti-LC3 and anti-LAMP1 antibodies were used to detect autophagosomes (green) and lysosomes (red), respectively. **e** Effect of autophagic flux on IGF2R knockdown. Western blot analysis shows the conversion of LC3-I to LC3-II in cells with siRNA transfection (96 h), followed by treatment with an inhibitor of lysosome acidification, Bafilomycin A1 for 24 h (left panel). Densitometry analysis from three independent experiments (right panel). **f** Western blot analysis of ubiquitinylated proteins in IGF2R-knockdown cells at 72 h after siRNA transfection. **g** Reactive oxygen species (ROS) production in cells with IGF2R knockdown. The amount of intracellular ROS was analyzed by CellROX reagent, which yields fluorescence by oxidation. Representative histogram of flow cytometry (top panel) and its mean fluorescent intensity (bottom panel). **h** Activities of mitophagy in cells with a loss of IGF2R. Representative images of cells under knockdown of IGF2R at 96 h after transfection. Mitochondria and lysosomes in the cells were stained by anti-COX IV (green) and anti-LAMP1 (red) antibodies, respectively. All the error bars represent the standard deviation of three independent experiments. *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001; *t-*test with Welch’s correction and Tukey multiple comparisons test. Scale bars represent 20 μm.

### IGF2R has a dominant role in the effective transportation of cathepsins to lysosomes

Mass spectrometry-based comprehensive proteomic analysis showed that IGF2R knockdown downregulated many proteins relevant to vesicular transport systems, consistent with the transcriptome analysis (Fig. 6a). Notably, two M6P-labeled lysosomal enzymes (cathepsin B and L) were downregulated by IGF2R knockdown. Under normal conditions, both cathepsin B and L are partly co-localized with IGF2R in cervical cancer cells (Fig. 6b). Analysis of external RNAseq data showed that four members of the cathepsin family (*CTSD*, *CTSB*, *CTSZ*, and *CTSL*) are relatively more highly expressed (Supplementary Fig. S4a). Moreover, proteome data showed that all the cathepsins were downregulated in IGF2R-knockdown cells (Supplementary Fig. S4b). The RNAseq data also revealed significantly poorer survival of patients with cervical cancer when related to high *CTSB* and *CTSZ* expression (Supplementary Fig. S4c). There was no correlation between the mRNA expression level of IGF2R and that of cathepsins (Supplementary Fig. S4d). The mRNA expression of cathepsins was not influenced much by the loss of IGF2R (Supplementary Fig. S4e). In contrast, the protein expression levels of cathepsin B and cathepsin L were significantly reduced by IGF2R knockdown (Fig. 6c, d). It is noteworthy that the loss of IGF2R downregulated the protein expression of mature cathepsins but showed a lower effect on their mRNA expression, suggesting the failure of post-transcriptional intracellular transportation of these proteins from the TGN to the lysosome. Considering that IGF2R knockdown suppressed lysosomal activity, the incomplete transportation of these cathepsins might be a leading cause of IGF2R depletion-induced apoptosis. The abnormal release of intracellular proteins is another probable cause of apoptosis, since most lysosomal hydrolases are secreted to extracellular regions in M6P receptor-deficient cells^16^. However, the secreted factors from the IGF2R-knockdown cells did not inhibit cell growth (Supplementary Fig. S4f). Cation-dependent mannose-6-phosphate receptor (CD-M6PR, hereafter M6PR) has also been reported as a major M6P receptor^21^. We further investigated the relationship between IGF2R and M6PR in cervical cancer cells. DNA microarray analysis showed that M6PR was not aberrantly expressed in cervical cancer tissues (Supplementary Fig. S4g). Furthermore, the mRNA expression levels of M6PR did not impact the prognosis of cervical cancer patients (Supplementary Fig. S4h). In contrast to IGF2R, M6PR knockdown did not influence intracellular cathepsins, protein ubiquitinylation, or cervical cancer cell survival (Supplementary Fig. S4i, j).

**Fig. 6:**
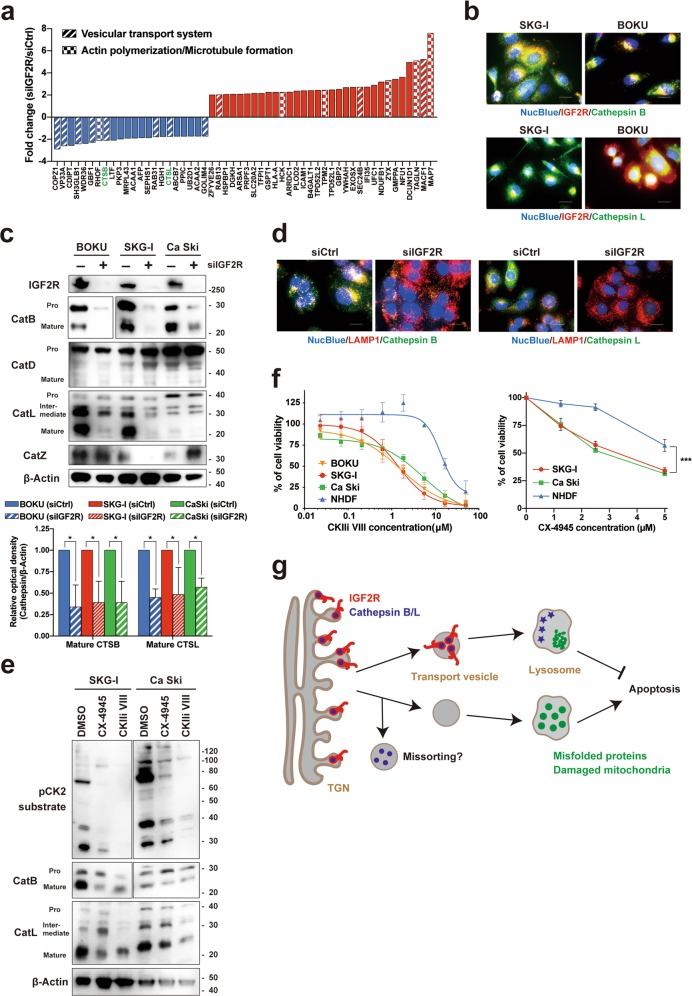
CK2 regulates cathepsin transportation via IGF2R phosphorylation. **a** Proteomic analysis of IGF2R-knockdown cells (SKG-I and CaSki) at 96 h after siRNA transfection. Each fold change value was calculated by digitizing the peak intensity obtained from mass spectrometry. The currently known M6P-labeled protein is colored green. **b** Co-localization of cathepsins and IGF2R in cervical cancer cells. Parental cells were co-stained with anti-cathepsin B/L (green) and anti-IGF2R (red) antibodies. **c** Effect of IGF2R knockdown (72 h) on protein expression and processing of cathepsins. Western blotting (upper panel) and densitometry analysis of matured cathepsin B and L expression from three independent experiments (lower panel). **d** Changes in the intracellular distributions of cathepsins after IGF2R knockdown (72 h). **e** Effect of CK2 inhibitors on the protein expression and processing of cathepsins. Protein expression in CK2 inhibitor-treated cells (72 h) were analyzed by western blotting. **f** Dose-response effects of CK2 inhibitors on the cell viability of cervical cancer cells and normal human dermal fibroblasts (NHDFs). Viable cells were detected at 96 hours after the treatment. **g** Schematic diagram of the biological significance of IGF2R in cervical cancer cells. All the error bars represent the standard deviation of three independent experiments. *p *<* 0.05, ***p *<* 0.001; *t*-test with Welch’s correction and Dunnett’s multiple comparisons test. Scale bars represent 20 μm.

### Blockade of CK2 suppressed IGF2R-mediated transportation and induced cancer cell death

CK2 phosphorylates the cytoplasmic tail of IGF2R and M6PR, which is critical to form complexes with clathrin adaptor proteins, and this is followed by trafficking^22–24^. To clarify the inhibitory effect of CK2 on IGF2R, we analyzed the modulation of the subcellular localization of IGF2R by the CK2 inhibitors CX-4945 (silmitasertib) and CK2 inhibitor VIII. As expected, treatment with these compounds increased the localization of IGF2R in the Golgi apparatus and decreased it in late endosomes (Supplementary Fig. 4l). Similar to IGF2R knockdown, the protein expression levels of matured cathepsin B and L were reduced in CK2 inhibitor-treated cells, with effective inhibition of CK2 activity (Fig. 6e). Furthermore, a dose-dependent accumulation of acidic organelles was observed (Supplementary Figs. S4k), which had the same phenotypes as shown in the IGF2R-knockdown cells. Notably, CK2 inhibitors selectively inhibited the survival of cervical cancer cells compared to normal human dermal fibroblasts (NHDFs) (Fig. 6f). These results suggest that pharmacological inhibition of CK2 can regulate the oncogenic functions of IGF2R in cervical cancer cells; however, this study did not show direct interaction of IGF2R and CK2 (e.g. phosphorylation of IGF2R by CK2). Further studies are needed in order to develop therapeutic strategies based on the CK2-IGF2R axis.

## Discussion

The discovery of new biomarkers and therapeutic targets for achieving stratified and precision medicines is becoming increasingly important. Unfortunately, in cervical cancer, the use of conventional tumor markers such as SCC, CEA, and CA-125 remains the dominant practice^25^. A recent integrated omics approach revealed that patients with cervical cancer can be classified into clinically relevant subgroups by their genomic and proteomic characteristics (e.g., activation of a PI3K pathway)^26^. Current clinical trials have demonstrated that the administration of PI3K or mTOR inhibitors to patients with *PI3KCA*-mutated cervical cancer is effective^27^. These previous reports strongly support a promising future for individual medicine in cervical cancer; however, the number of usable biomarkers is currently limited.

Here, we identified IGF2R as a novel biomarker for poor prognosis in patients with cervical cancer. While IGF2R is ubiquitously expressed in human tissues^28^, the LOH of the chromosome locus and a reduction in protein expression were frequently observed in various types of cancer^8–11,29^. This evidence underpins the current shared understanding of *IGF2R* as a tumor suppressor gene. With regard to cervical cancer, however, IGF2R expression was increased in cancer tissues (Fig. 1c, e), and patients with high IGF2R expression had worse prognoses (Fig. 1f). IGF2R expression has been associated with recurrence-related prognoses in primary glioblastoma tumors^30^. Thus, in some cancers, *IGF2R* may behave not as a tumor suppressor gene but as an oncogene. This was also indicative from survival analysis: high *IGF2R* expression was correlated with poor prognosis in several types of cancers, while *IGF2R* might function as a tumor suppressor in cancers where high IGF2R expression is correlated with good prognosis (Supplementary Fig. S1e). Surprisingly, our RNAseq data analysis showed that IGF2R is also a poor prognostic factor for early-stage cervical cancer (Fig. 1f), suggesting its role in tumor recurrence. In addition to recent surgical developments, the clinical outcomes of adjuvant treatments have recently improved for early-stage cervical cancer. Therefore, pre-emptive medical care may yield clinical benefits for early-stage cervical cancer patients with high IGF2R expression.

Our gene knockdown studies revealed that IGF2R is essential for cell survival and that cell viability decreases with time (Fig. 2b, c). The cell viabilities of SKG-IIIa and HCS-2 were not significantly affected by IGF2R knockdown, which might be due to insufficient knockdown of IGF2R in HCS-2. Meanwhile, IGF2R knockdown was not significant but tended to decrease the viability of SKG-IIIa cells. IGF1R expression was also affected by IGF2R knockdown, especially in BOKU cells (Fig. 2b). However, validation analysis revealed that a single IGF2R knockdown was sufficient to reduce cell viability and colony formation and induce sensitivity to cisplatin without a change in IGF1R expression (Supplementary Fig. S2f–h). Moreover, loss of IGF2R induced caspase-mediated apoptosis in cervical cancer cells (Fig. 2d, e). Interestingly, these observations contradict those of a study on non-small cell lung cancer^31^. Meanwhile, another study reported a loss of IGF2R-induced apoptosis in hemangioma cells^32^. Thus, the two-faced traits of IGF2R might depend on cell type. Since the present RNAseq data analysis showed high IGF2R expression to be associated with poor prognosis in some gynecological cancers (Supplementary Fig. S1e), further studies will be needed to elucidate the oncogenic function of IGF2R in these cancers.

The main biological function of IGF2R is the suppression of IGF1R signaling via the deprivation of extracellular IGF-2 ligands. Some studies explained the tumor suppressive functions of IGF2R by its negative regulation of the oncogenic IGF-2–IGF1R signal axis^33^. However, our study shows that, in cervical cancer cells, loss of IGF2R did not alter the major receptor tyrosine kinase pathways (Fig. 3c, e). Phosphorylation of Akt and S6 ribosomal protein seemed to be reduced in some cell lines; however, these changes were not universal, and the pattern of Akt phosphorylation was not uniform in different cell lines by western blot analysis (Fig. 3c). Considering that IGF1R knockdown did not increase apoptosis (Fig. 2d), IGF-2–IGF1R signaling is not necessary for cervical cancer cells to survive. Alternatively, IGF2R knockdown induced the accumulation of abnormal lysosomes with lower proteolytic activity (Supplementary Fig. S3c and Fig. 5c). Accordingly, IGF2R plays a critical role in lysosome homeostasis by maintaining Golgi-to-lysosome transportation. Lysosomes are inextricably tied to autophagy, an important process for the degradation and recycling of intracellular components. From autophagic flux analysis, bafilomycin A-induced LC3-II conversion was not enhanced by IGF2R knockdown, suggesting that this knockdown had an autophagic inhibitory effect. Meanwhile, LC3-II expression in the IGF2R knockdown background was enhanced by bafilomycin A, indicating that the autophagic inhibitory effect of IGF2R knockdown was not as strong as that of bafilomycin A (Fig. 5e). This notion was also supported by the accumulation of polyubiquitinylated proteins and ROS, which should have been regulated by autophagy and mitophagy (Fig. 5f)^34,35^. These sequential failures may lead to apoptosis-mediated cell death in cervical cancer cells. These points highlight that the effect on cell viability takes time to manifest; hence, we decided on detecting cell viability 144 h after siRNA transfection.

Among lysosomal enzymes, cathepsins are key acid hydrolases involved in the endolysosomal organelle system. They participate in nearly all processes associated with lysosomes, such as autophagy. Cathepsins are synthesized as inactive pro-cathepsins and are then post-translationally modified by glycosylation. During this process, M6P is necessary for translocation to the lysosome via an interaction with IGF2R^36^. Our IGF2R knockdown experiments clearly induced a loss of cathepsin expression, especially cathepsin B and L (Fig. 6c). Cathepsins have been found to be extracellularly secreted in M6P receptor-deficient cells^16,37^. Therefore, IGF2R depletion might cut off the supply of immature cathepsins to lysosomes for maturation, releasing the accumulated immature cathepsins to the extracellular space via machinery different from that of M6PR-mediated transportation (e.g., a secretory pathway). As a result of their missorting, both mature and immature cathepsins decrease. We tried to show the direct interaction of IGF2R and cathepsins by IGF2R overexpression using cDNA and lentiviral vectors or pull-down assays; however, we were unsuccessful, probably due to the large size of IGF2R (275 kDa) and lack of appropriate antibodies. Neither decreased cathepsin expression nor decreased cell survival was observed in M6PR-knockdown cells, although M6PR is also known to transport M6P-labeled cargo (Supplementary Fig. S4i, j)^36^. Therefore, IGF2R blockade could be critical to cervical cancer cells, and the blockade of this Golgi-to-lysosome transport system could be a potential therapeutic target.

IGF2R has been reported to have four phosphorylation sites in its cytosolic tail, which are necessary for IGF2R-mediated trafficking^36^. After phosphorylation, clathrin adaptor proteins are recruited on the phosphorylation site, finally budding from TGN using clathrin-mediated machinery^21–23^. Importantly, this phosphorylation is catalyzed by CK2, a serine/threonine kinase^24,38^. CK2 is also known to regulate the cell cycle and several signaling pathways, such as the Wnt pathway^39^. In cervical cancer, CK2 activity is higher in HPV-immortalized cell lines compared to normal keratinocytes, and it is regulated by the HPV E7 viral oncoprotein^40^. In fact, CK2 inhibitors kill cervical cancer cells; CIGB-300, a CK2 inhibitor, has been found to suppress the proliferation of cervical cancer cells and show synergistic effects with paclitaxel and doxorubicin^41^. Our study shows that both CK2 inhibitors (CX-4945 and CKII inhibitor VIII) suppressed IGF2R translocation from the TGN to the endosomes (Supplementary Fig. S4l). Furthermore, these inhibitors also induced the accumulation of the acidic organelle and the downregulation of mature cathepsin B and L, as observed in IGF2R-knockdown cells (Supplementary Fig. S4k and Fig. 6e). The expression of “pro” and “intermediate” cathepsins differed slightly by siIGF2R and CK2 inhibition; “pro” and “intermediate” cathepsins were downregulated in IGF2R-knockdown cells but were not affected much in CK2-inhibited cells. However, these expression patterns also differed by the types of CK2 inhibitors. CK2 inhibitors may affect not only IGF2R but also another M6PR, and these differences might be the result of blockade of CK2 or an inhibitor-specific effect on the trafficking of “pro” and “intermediate” cathepsins. Considering the IGF2R functions demonstrated in this study, the selective killing ability of the inhibitors might be attributed to the suppression of IGF2R functioning (Fig. 6f, Supplementary Fig. S4k, l). We tried to show the direct relationship between CK2 and IGF2R by detecting the direct phosphorylation of IGF2R by CK2 inhibitors and CK2 knockdown; however, this was not achieved because it is difficult to detect its phosphorylation and knockdown the entire CK2. Alternatively, we investigated the similarity of IGF2R knockdown and CK2 inhibition to show the indirect CK2-IGF2R axis. CX-4945 and CIGB-300 have been in clinical trials in several past and ongoing cancer studies, including cervical cancer^42,43^. Our results showed that CK2 inhibitors are promising drugs targeting not only the cell cycle and several signaling pathways but also IGF2R-mediated M6P-cargo transport, warranting further challenging but beneficial investigations.

In conclusion, we have shown that high IGF2R expression is correlated with poor prognosis in cervical cancer. IGF2R has a role opposite to its currently recognized tumor suppressive role, and its function as a transporter of M6P cargo to maintain lysosome homeostasis is important in cervical cancer cells (Fig. 6g). Therefore, targeting IGF2R itself, its M6P-tagged cargo, or Golgi-to-lysosome transport by CK2 inhibitors may be potential therapeutic strategies. Furthermore, the expression of IGF2R can be used as a prognostic biomarker for cervical cancer patients.

## Materials and methods

### Clinical samples

Cervical cancer tissue samples were obtained from patients undergoing surgery at Keio University Hospital (Tokyo, Japan). All six patients had given written informed consent for the study protocol, which was approved by the ethics committee of Keio University (No. 2007-0081, 2013-0336). Experiments on the tissue samples were conducted in accordance with the approved guidelines.

### External data analysis

Both normalized RNA sequence data (RNA Seq V2 RSEM) and their corresponding clinical information of cervical squamous cell carcinomas and endocervical adenocarcinomas (306 cases) were downloaded from The cBioPortal for Cancer Genomics website (*cBioPortal*, http://www.cbioportal.org/). Integration analyses (OncoPrint) of gene mutations, copy-number alterations, and mRNA expression, as well as co-expression analyses of genes-of-interest (GOI), were executed by the website using same dataset. In each GOI, samples were classified by FPKM value, and the overall survival of each group was analyzed using the Kaplan–Meier method and log-rank tests. In some GOIs, a limited number of samples (291 cases) from the above dataset, all of which are available from The Human Protein Atlas website (*Protein Atlas*, https://www.proteinatlas.org/), were used for survival analyses. All FPKM values ranging from the 20th to the 80th percentile was used to classify and examine the significant differences in overall survival by the log-rank test. Among them, the group that showed the lowest log-rank *p*-value was used this study. Overall survival of the GOI in another 16 cancers, which can be downloaded from the *Protein Atlas* website, were also analyzed. Through the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/), a DNA microarray dataset (GDS3233) including normal cervix (24 cases) and cervical cancer (28 cases) samples was downloaded, and the normalized mRNA expression values of the GOI were analyzed. Normalized mRNA expression data of IGF2R were also downloaded from ArrayExpress (GEOD-27678, https://www.ebi.ac.uk/arrayexpress/), which included cervical cancer biopsy samples from patients before and after receiving radiotherapy (20 cases) or chemoradiotherapy (19 cases).

### Cell lines and cell cultures

Human cervical cancer cell lines (BOKU, SKG-I, SKG-II, SKG-IIIa, HCS-2, and Ca Ski) and primary NHDFs were purchased from the Japanese Collection of Research Bioresources Cell Bank and the Cell Systems Corporation, respectively. BOKU, SKG-I, SKG-II, and SKG-IIIa cells were cultured in Ham’s F12 (Wako, Osaka, Japan); HCS-2 was cultured in EMEM (Wako); Ca Ski was cultured in RPMI-1640 (Wako); and NHDFs were cultured in DMEM (Wako) with 10% fetal bovine serum (FBS) (Gibco, Waltham, MA, USA) and 100 U/mL of penicillin-streptomycin (Gibco). All cell lines were maintained at 37 °C with 5% CO_2_. To avoid cross-contamination and incorrect authentication, all cell lines were used for experiments within 4 years of purchase.

### Drugs and antibodies

The chemical compounds used in this study included cisplatin (Wako), bafilomycin A1, CX-4945 (AdipoGen, CA, Switzerland), CKII inhibitor VIII (Merck Millipore, Burlington, MA, USA), and SB2035801 (Cayman Chemical, Ann Arbor, MI, USA). Anti-cathepsin D (C-5), anti-cathepsin Z (F-6), and anti-ubiquitin (F-11) antibodies were obtained from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-IGF2R (D8Z3J), anti-IGF1R (D23H3), anti-phospho-IGF1R, anti-Rab5 (C8B1), anti-LAMP1 (D4O1S), anti-LC3A/B (D3U4C), Alexa Fluor 488-conjugated anti-COX ΙV(3E11), anti-cathepsin B (D1C7Y), anti-p44/42 MAPK (137F5), anti-phospho-p44/42 MAPK (Thr202/Tyr204, D13.14.4E), anti-Akt (C67E7), anti-phospho-Akt (S473, D9E), anti-p38 MAPK (D13E1), anti-phospho-p38 MAPK (Thr180/Tyr182, D3F9), anti-CK2 substrate [(pS/pT)DXE] MultiMab mix, and anti-β-actin antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-IGF-2, anti-GM130, anti-Rab7 (EPR7589), and anti-M6PR (EPR7691) antibodies were purchased from Abcam (Cambridge, UK). Anti-cathepsin L antibodies were purchased from Proteintech (Rosemont, IL, USA). An anti-IGF2R antibody (used for the immunohistochemical analysis) was purchased from Sigma-Aldrich (St, Louis, MO, USA). An Alexa Fluor 647-conjugated anti-LAMP1 antibody was purchased from Biolegend (San Diego, CA, USA). Alexa Fluor 488-conjugated anti-rabbit IgG and Alexa Fluor 594-conjugated anti-rabbit IgG were purchased from Invitrogen (Waltham, MA, USA). HRP-labeled anti-rabbit immunoglobulin antibodies were obtained from Dako (Santa Clara, CA, USA).

### Transient gene knockdown

All the siRNAs used this study were purchased from Thermo Fisher Scientific (MA, USA): IGF2R (s7219, HSS105256, s7217, s7218, HSS105257, and HSS105258), IGF1R (s7211), and M6PR (s8375). Transfections were performed using a transfection reagent, DhamaFECT1 (GE Healthcare, Chicago, IL, USA), in accordance with the manufacturer’s instructions. Briefly, siRNA and DharmaFECT1 were suspended in OptiMEM (Gibco), followed by the addition of the cultured cells to a final concentration of 10 nM. After culturing for 24 h, the medium was exchanged with normal medium, and the cells were used in downstream assays. In combinatorial siRNA transfection experiments, 10 nM of siCtrl and 10 nM of target siRNA were mixed to adjust the total amount of siRNA for combinatorial siRNA mixture (10 nM of the first siRNA with 10 nM of the second siRNA).

### Viability assays

End point detections of cell viability were mainly achieved using the Cell Counting Kit-8 (Dojinkagaku, Kumamoto, Japan) or CellTiter-Glo 2.0 Assay (Promega, WI, USA). Absorbance at 450 nm (A_450_) or luminescence was measured by a Synergy H1 microplate reader (BioTek, Winooski, VT, USA). According to the instructions, a RealTime-Glo MT Cell Viability Assay kit (Promega) was used to monitor cell viability over time. After the addition of RealTime-Glo reagent, cells were cultured at 37 °C with 5% CO_2_ in a Synergy H1 microplate reader, and the chemiluminescence was detected every 30 min.

### 3D culture

In this study, cell growth and/or death was detected in two different 3D culture assays: using Matrigel (Corning, Corning, NY, USA) and low attachment plates, respectively. The Matrigel-based 3D culture assay was performed according to the protocol of 3D on-top assays, as reported by Lee et al.^44^. siRNA-treated cells were resuspended with 10% Matrigel-containing ice-cold growth medium at a concentration of 2 × 10^5^ cells/mL. Samples (250 μL) of the mixtures were then added to the Matrigel pre-coated 24-well plate carefully coated with 250 μL of Matrigel and cultured at 37 °C with 5% CO_2_ for 96 h. Colonies in the Matrigel were photographed and counted by ImageJ software. The second 3D culture assay was performed using a low adherent plate. Briefly, 1 × 10^4^ of siRNA-transfected cells were reseeded into the EZ Bind Shut II, a round-bottomed 96-well plate (IWAKI, Shizuoka, Japan) and cultured at 37 °C with 5% CO_2_ for 12 days. Viable and dead cells in the spheroids were simultaneously visualized by the LIVE/DEAD Viability/Cytotoxicity Kit (Thermo Fisher Scientific), according to the supplier’s protocol. Furthermore, the cell viability of the spheroids was detected using the CellTiter-Glo 3D Cell Viability Assay (Promega) according to the manufacturer’s protocol.

### Apoptosis detection

Apoptosis was detected by the FITC Annexin V Apoptosis Detection Kit (BD Bioscience, CA, USA). Briefly, cells were resuspended in AnnexinV Binding Buffer and co-stained with FITC-AnnexinV and 7-AAD for 15 min at room temperature. Cells were then analyzed by BD FACSVerse (BD Biosciences), and apoptotic cells were calculated as the sum of the early apoptotic (AnnexinV^High^/7-AAD^Low^) and late apoptotic (AnnexinV^High^/7-AAD^High^) cell populations. Similarly, the activities of caspase 3 and 7 in the cultured cells were also detected using Caspase-Glo 3/7 Assay Systems (Promega) according to the manufacturer’s protocol. The chemiluminescent intensity of each sample was measured using a Synergy H1 microplate reader after the addition of Caspase-Glo 3/7 reagent to cells cultured in opaque 96-well plates.

### Wound healing assay

Cells were seeded in 6-well plates at a high density (4 × 10^5^ cells/well), followed by siRNA transfection and culturing overnight. Confluent monolayer cells were linearly scratched using a CELL Scratcher (Asahi Technoglass, Shizuoka, Japan). After cells were washed with PBS, they were cultured in normal growth medium for 48 h. The cell scratches were photographed, and the scratched area was measured by ImageJ software.

### Invasion assay

BD BioCoat Matrigel Invasion Chambers (BD Bioscience) were used to validate cellular invasion abilities. Hydrated invasion chambers were set on 24-well companion plates (BD Bioscience) filled with 10% FBS-containing growth medium. The siRNA-transfected cells were then resuspended with FBS-free growth medium and 400 μL of the suspension added into the chambers at a density of 1 × 10^5^ cells/well. Following culturing for 48 h, the membranes of the chambers were fixed using Diff-Quick fixing agent and then stained with Diff-Quick solutions 1 and 2 (SYSMEX, Hyogo, Japan) for 2 min each. After cells were washed in PBS, the stained cells on the membranes were photographed by microscopy and counted using ImageJ software.

### Cell cycle analysis

Cultured cells were resuspended with ice-cold 80% ethanol, followed by incubation at −30 °C overnight. After cells were washed in PBS, they were incubated in PI/RNase staining buffer (BD Bioscience) on ice for 1 h, and their cell cycle profiles were analyzed using BD FACSVerse.

### Phospho-kinase array

The phosphorylation of biologically important receptor tyrosine kinases (28 kinases) and their downstream molecules (11 nodes) in the cultured cells was validated using the sandwich immunoassay-based PathScan RTK Signaling Antibody Array Kit (Cell Signaling Technology) according to the manufacturer’s instructions. Finally, the luminescent signal of each spot was detected using the ImageQuant LAS 4000 mini system (GE Healthcare).

### Western blot analysis

Proteins were extracted in 1X Laemmli Sample Buffer (Bio-Rad Laboratories, Hercules, CA, USA) containing 350 mM DTT and 1% protease inhibitor cocktail (Sigma-Aldrich). The protein concentration of each sample was measured by Protein Quantification Assay (Macherey-Nagel, Nordrhein-Westfalen, Germany). Approximately 10–30 μg protein and MagicMark XP Western Protein Standard (Thermo Fisher Scientific) were electrophoresed by NovexWedgeWell 4–20% Tris-Glycine Gel (Thermo Fisher Scientific) under 225 V for 30 min. The proteins were then transferred to Immobilon-P PVDF membranes (Merck Millipore) under 100 mA for 40 min using the Trans-Blot Turbo Blotting System (Bio-Rad Laboratories). Membranes were incubated with PBS (Blocking Buffer) containing 5% Membrane Blocking Agent (GE Healthcare) for 2 h and then reacted with the optimal concentrations of primary antibodies overnight at 4 °C. After membranes were washed in PBS with 0.05% Tween 20 (PBST), they were reacted with the corresponding HRP-labeled secondary antibodies for 1 h. To reduce non-specific binding of antibodies, Can Get Signal Immunoreaction Enhancer Solution (Toyobo, Osaka, Japan) was used to dissolve primary/secondary antibodies as a substitute for blocking buffer in some cases. After proteins were washed in PBST, the proteins on the membranes were visualized by the ImageQuant LAS 4000 mini system (GE Healthcare) and FUSION system FX6.EDGE (VILBER LOURMAT, Collegien, France) using Pierce Western Blotting Substrate plus (Thermo Fisher Scientific). All the experiments were performed at least twice for confirmation, and some experiments were performed three times with quantification, normalization, and statistical analysis.

### Quantitative RT-PCR

Total RNA was isolated from cultured cells using ISOGEN (Nippon Gene, Tokyo, Japan), followed by isopropanol precipitation-based purification. cDNA was then synthesized using the SuperScript IV VILO Master Mix (Thermo Fisher Scientific), according to the manufacturer’s instructions. Real-time PCR assays were performed by the IQ SYBR Green Supermix (Bio-Rad Laboratories) on a CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories). Details of the primers used in this study are described in Supplementary Table S2.

### Microarray analysis

Total RNA was analyzed by the GeneChip Human Genome U133 Plus 2.0 arrays (Affymetrix, Santa Clara, CA, USA) that included 54,675 probe sets for the analysis of the mRNA expression levels of approximately 47,000 transcripts and variants from 38,500 well-characterized human genes. The procedures for target hybridization, washing, and staining with signal amplification were conducted according to the supplier’s protocols. The arrays were scanned with a GeneChip Scanner 3000 (Affymetrix), and the intensity of each feature of the array was calculated in GeneChip Analysis Suite version 4.0 software (Affymetrix). The mean expression value in each experiment was normalized to 1,000 to reliably compare multiple arrays. 

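In the deposited values, the plain mean of the signals on an array was 752 to 840 and the median 65.3 to 74.8. The mean after removal of the highest and lowest values (a trimmed mean) was 500.06 to 500.07 on every array, and the lowest signal was 1. The signals were not rescaled for the main values.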

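On single arrays, 12302 to 13026 probe sets had a signal of 500 or more. The median log2 fold change over the probe sets kept was 0.03 in BOKU and −0.00 in SKG-I.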

Entities in which 90% of the samples had values under 500 were excluded from the analyses. Using the expression data of the filtered entities, hierarchical clustering was performed using GeneSpring (Agilent Technologies, Santa Clara, CA, USA). 

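The methods compare the control and treated groups, and here this was taken as the duplicate arrays of siIGF2R against those of siCtrl within each line, as the Venn diagrams by line imply, although the methods do not say which arrays formed a group. With the methods' t-test applied in this way to log2 signals, 427 probe sets were higher and 329 lower in both lines, and on linear signals 428 and 332. In BOKU 1047 probe sets were higher and 717 lower by the 2-fold rule and the methods' t-test on log2 signals, and in SKG-I 1246 and 951. After Benjamini-Hochberg adjustment, 125 were higher and 105 lower in both lines. This test compares arrays of the same RNA, so its spread is that of the hybridization.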

To identify genes whose mRNA expression levels differed between the control and treated groups, we selected entities with over a 2-fold change and further filtered the results using unpaired *t*-tests (*p* *<* 0.05). Using the entities selected as explained above, GSEA was performed by GSEA v2.06 (downloaded from the Broad Institute website, http://software.broadinstitute.org/gsea/index.jsp). In the analysis, the GO gene sets (C5 collection) containing 5917 genes were used as the gene set database.

### Mass spectrometric analysis

Comprehensive proteomics data were acquired by a two-dimensional image-converted analysis of liquid chromatography and mass spectrometry (2DICAL) shotgun proteomics analysis, as described previously^45,46^.

### Immunocytochemistry

After treatment with various reagents (e.g., siRNA or drugs) in 24-well plates, cells were reseeded in 8-well non-coating slide chambers (Matsunami Glass, Tokyo, Japan) and cultured for assay-specific times (24–144 h). Cells were washed with PBS, fixed with 4% formaldehyde at room temperature for 10 min, and then permeabilized using 0.5% Triton X-100 containing PBS at room temperature for 5 min, or they were fixed and permeabilized with 100% ice-cold methanol at −30 °C for 15 min. Cells were then blocked with BlockAid Blocking Solution (Thermo Fisher Scientific) at room temperature for 1 h and reacted with primary antibodies (optimally diluted with BlockAid Blocking Solution) at 4 °C overnight. After cells were washed with PBS, fluorophore-labeled secondary antibody solution was added to the cells, and the mixture was incubated at room temperature for 1 h. The cells were then washed in PBS and counterstained with ProLong Glass Antifade Mountant with NucBlue Stain (Thermo Fisher Scientific) and/or Actin-stain 555 phalloidin (Cytoskeleton, CO, USA), according to the manufacturer’s protocol, and mounted with coverslips. All fluorescent images were acquired using a fluorescent microscope (BZ-X710; Keyence, Osaka, Japan), and the fluorescence area, co-localization, and numbers of nuclei were quantified by BZ-X Analyzer software (Keyence).

### Live cell imaging

LysoTracker (Thermo Fisher Scientific) and acridine orange (Sigma-Aldrich) were used to analyze the status of acidic organelles and lysosome membrane permeabilization in siRNA-treated cells. To monitor the localization of acidic organelles, treated cells were stained with 50 nM LysoTracker Deep Red containing growth medium at 37 °C for 1 h. Cells washed in PBS were cultured under normal conditions, and their fluorescence was detected by a BZ-X710 fluorescent microscope or by a flow cytometer (BD FACSVerse) using 640 nm excitation with 660/10 nm band-pass emission filters. Separately, to validate lysosome membrane permeabilization, cells were incubated with 5 μM acridine orange-containing growth medium at 37 °C for 15 min. After recovery by trypsinization, the acridine orange-derived green fluorescence of the cells was then analyzed by flow cytometry (BD FACSVerse) using 488 nm excitation with 527/32 nm band-pass emission filters.

### Mitochondrial membrane potential assay

The membrane potential of the mitochondria in the live cells was analyzed by a MitoProbe JC-1 assay (Thermo Fisher Scientific). Cells were cultured in 2 μM JC-1-containing growth medium for 30 min at 37 °C with 5% CO_2_, followed by recovery by trypsinization. After cells were washed with PBS they were analyzed by flow cytometry (BD FACSVerse) using 488 nm excitation with 527/32 nm and 586/42 nm band-pass emission filters.

### ROS detection

Cellular oxidative stresses were monitored using a cell-permeable fluorescent probe, CellROX Green reagent (Thermo Fisher Scientific). Briefly, cultured cells were incubated in 5 μM CellROX Green-containing growth medium for 1 or 2 h at 37 °C with 5% CO_2_. Following trypsinization, the recovered cells were stained with 7-AAD and analyzed using a BD FACSVerse flow cytometer. The intracellular ROS was calculated as the mean fluorescence intensity of the FL1 channel in the 7-AAD negative population.

### Lysosomal enzyme activity assay

The activities of endogenous lysosomal enzymes in live cells were detected with the Lysosomal Intracellular Activity Assay Kit (BioVision, Milpitas, CA, USA). In brief, cultured cells were reacted with Self-Quenched Substrate (BioVision) in 0.5% FBS-containing growth medium for 1 h at 37 °C with 5% CO_2_. Cells were then recovered by trypsinization and stained with 7-AAD. Using a flow cytometer (BD FACSVerse), the activities of viable cells (the 7-AAD^−^ fraction) were detected by the fluorescence intensity of the FL1 channel. Similarly, images of the fluorescence were also acquired using a fluorescent microscope (BZ-X710).

### Immunohistochemistry

Tissues were fixed in formalin and then embedded in paraffin. Tissue slices (4 μm thick) were deparaffinized in xylene and hydrated in ethanol. Antigens were retrieved by boiling in 10 mM sodium citrate buffer (pH 6.0) for 1 h. Endogenous peroxidase was inactivated in 3% H_2_O_2_-containing methanol at room temperature for 5 min. Slices were blocked with BlockAid Blocking Solution (Thermo Fisher Scientific) at room temperature for 30 min and were then reacted with primary antibodies (optimally diluted with BlockAid Blocking Solution) at 4 °C overnight. The slides were then washed in PBS and reacted with EnVision+ Dual Link System-HRP (Dako) at room temperature for 30 min. After the slides were washed with PBS, they were stained using DAB Substrate Buffer (Dako) and counterstained with Mayer’s hematoxylin. They were then dehydrated in ethanol and xylene and mounted with coverslips. All images were acquired using an upright microscope (BX63; Olympus, Tokyo, Japan).

### Statistical analysis

The required sample sizes were estimated on the basis of previous experience concerning similar experiments. Mean ± SD values were obtained from three independent experiments. GraphPad Prism 7 (GraphPad Software, CA, USA) was used for analysis. Statistical differences were determined using unpaired, two-tailed *t*-test with Welch’s correction, Dunnett’s or Tukey multiple comparisons test. Log-rank tests were applied for Kaplan–Meier survival curves. Paired *t-*test was applied in paired samples. The strength of association between two variables and the direction of the relationship was explored with non-parametric correlation coefficient analyses (spearman) (*p *<* 0.05, **p *<* 0.01, ***p *<* 0.001, ****p *<* 0.0001).

## Supplementary information

Supplementary tables

Supplementary Figure Legends

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Upregulation of IGF2R evades lysosomal dysfunction-induced apoptosis of cervical cancer cells via transport of cathepsins
**Source:** Cell Death Dis. 2019 Nov 20;10(12):876. doi: 10.1038/s41419-019-2117-9
**Supplement:** Supplementary file 1 — Supplementary tables

**Supplementary table S1.** A list of genes whose expression is changed by IGF2R knockdown

| **Increased expression by IGF2R knockdown** | | | |
| --- | --- | --- | --- |
| **Gene Symbol** | **Probe Set ID** | **Fold change (vs. siCtrl)** | **Fold change (vs. Parent)** |
| *CREM* | 230511_at | 7.9 | 5.1 |
| *SNAP25* | 202508_s_at | 6.2 | 3.1 |
| *CREM* | 209967_s_at | 6.0 | 4.2 |
| *MSRB3* | 225790_at | 5.7 | 4.2 |
| *PLAUR* | 211924_s_at | 5.3 | 4.1 |
| *CRISPLD2* | 221541_at | 5.1 | 3.3 |
| *CREM* | 214508_x_at | 4.7 | 6.1 |
| *MSRB3* | 238583_at | 4.4 | 3.6 |
| *PLCL2* | 213309_at | 4.2 | 6.0 |
| *CREM* | 207630_s_at | 4.2 | 5.0 |
| *MSRB3* | 1554127_s_at | 4.2 | 3.3 |
| *TMEM87B* | 225411_at | 4.1 | 2.6 |
| *SFT2D3* | 226639_at | 4.1 | 2.1 |
| *CYFIP2* | 220999_s_at | 4.0 | 6.5 |
| *ALCAM* | 201951_at | 3.8 | 5.0 |
| *CLIC4* | 201559_s_at | 3.5 | 3.9 |
| *AGO4* | 227930_at | 3.4 | 3.0 |
| *LSM14A* | 212132_at | 3.2 | 2.9 |
| *MED28* | 224416_s_at | 3.1 | 2.4 |
| *ITPR1* | 203710_at | 3.0 | 6.7 |
| *ITPR1* | 216944_s_at | 2.9 | 6.0 |
| *CARS2* | 218153_at | 2.7 | 2.5 |
| *FECH* | 203116_s_at | 2.6 | 2.6 |
| *PTBP3* | 214698_at | 2.6 | 2.3 |
| *ACAD8* | 221669_s_at | 2.5 | 2.2 |
| *DCTD* | 201572_x_at | 2.5 | 2.5 |
| *CYP26B1* | 219825_at | 2.4 | 3.7 |
| *VPS8* | 209553_at | 2.4 | 2.5 |
| *BCAT2* | 203576_at | 2.3 | 2.6 |
| *NAMPT* | 1555167_s_at | 2.3 | 2.6 |
| *SGTA* | 201396_s_at | 2.2 | 2.8 |
| *SESN1* | 218346_s_at | 2.2 | 6.1 |
| *SHISA5* | 222986_s_at | 2.1 | 2.6 |

**Supplementary table S2.** List of primers used in this study

| **Target gene** | **Forward primer (5′ to 3′)** | **Reverse primer (5′ to 3′)** |
| --- | --- | --- |
| *GAPDH* (qRT-PCR) | CCAGCAAGAGCACAAGAGGA | GCAACTGTGAGGAGGGGAGA |
| *IGF2R* (qRT-PCR) | GAAGTGCGTGGGTGTGATGT | CAGACGAGAATTGGGGCTTT |
| *RAB1B* (qRT-PCR) | CCTGGGGCATTTGAGTCTGT | GGGCATCTTGGAAAGTCACC |
| *RAB1A* (qRT-PCR) | CCAGTGCTAAGAATGCAACGA | CAGCAACCTCCACCTGACTG |
| *ATL3* (qRT-PCR) | GTCGTCTGGCAATGGATGAA | AAGCAGGTGACATCGGAGAAA |
| *ARCN1* (qRT-PCR) | TCTCGGTTCCATCTCATCCA | TCTCGGTTCCATCTCATCCA |
| *CMAS* (qRT-PCR) | ATTCAGGGGCCTTCCAGAG | TGATGGCGTCTCACAACAGA |
| *COG5* (qRT-PCR) | CAGACGAGAATTGGGGCTTT | CGAAGCAAATCACAGGCAAC |
| *DYNC1l2* (qRT-PCR) | TCCTCAGCCTCAAGGTGTGTT | GGGGAGTAGGGGAGAAGTCATT |
| *MGAT5* (qRT-PCR) | GGCGTTCAGATCCCTGCTAC | ATCCATGCGTCAGCCATTC |
| *RER1* (qRT-PCR) | TCGCTACCCACCAAACAGAA | ACCAGAATCGGCCAGAACAC |
| *SCAMP1* (qRT-PCR) | CCTTGCTACCTATTGCTGTTTTATG | TCCCCTTAAAATGCAAACCA |
| *SEC22B* (qRT-PCR) | TGTGTCCCGACCCTATTCCT | ATTGGCCACCATGATCCTCT |
| *VPS54* (qRT-PCR) | ATGGGGATTGGACTTTGTGG | TCATCCAAGGCAAAATCTGGT |
| *CTSB* (qRT-PCR) | TCAGCCACAAATCCAGCAAC | CACGGGGTAGCATCTTGGTT |
| *CTSD* (qRT-PCR) | GGAAGGAGTGAGAGGGGACA | CAAGGGGAGGACAACAGAGG |
| *CTSL* (qRT-PCR) | CAAAACCGTAAGCCCAGGAA | AAAAGCCCAACAAGAACCACA |
| *CTSZ* (qRT-PCR) | TAACGCTGGCTCCTGTGAAG | GGTCCTTGGCCTGGTAGTTG |

# Supplementary material for: Upregulation of IGF2R evades lysosomal dysfunction-induced apoptosis of cervical cancer cells via transport of cathepsins
**Source:** Cell Death Dis. 2019 Nov 20;10(12):876. doi: 10.1038/s41419-019-2117-9
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Supplementary Fig. S1** Transcriptome analysis of IGF2R in patients with cervical cancer. **a** Somatic mutation landscape of selected genes in 306 cervical cancers (top panel). Each column represents an individual tumor. The bottom panel is a heatmap of mRNA expression with one-to-one correspondence with the landscape map. **b** Correlation between the mRNA expression of IGF2R and that of cognate receptors/ligands. Relationships in individual tumors (306 cases) are depicted in each dot. r_s_: Spearman’s correlation. **c** A scatter plot of IGF2R and its cognate receptors’ expression in 306 cervical tumors. Dots are three-toned, indicating expression levels (mean ± SD). These classifications are used in the survival analyses shown in Fig. 1f and Supplementary Fig. S1d. **d** Overall survival analyses of cervical cancer patient groups classified by mRNA expression of IGF1R (top panel) and INSR (bottom panel) **e** Contribution of IGF2R mRNA expression to overall survival in various cancers. The bar represents the survival rate at 5 years for each group. **p* < 0.05, ***p* < 0.01, ****p* < 0.001; log rank *p*-values. **f** Changes in IGF2R mRNA expression levels after radiotherapy (20 cases, left panel) and chemoradiotherapy (19 cases, right panel). The dots of individual patients are connected by lines, *p* values were calculated by paired t test.

**Supplementary Fig. S2** Phenotypic changes in cervical cancer cells after IGF2R knockdown. **a** Correlation between mRNA and protein expression of IGF2R (left panel) and IGF1R (right panel). a.u.: arbitrary unit. **b** Cell cycle analysis of cervical cancer cells at 144 h at IGF2R or IGF1R siRNA transfection. **c** Representative flow cytometry plots for apoptosis detection. Data are summarized in Fig. 2d. **d** Effect of IGF2R/IGF1R knockdown on the migratory abilities of cervical cancer cells. Representative images of the wound healing assay (right panel) and summary of wound recovered area (right panel) at 48 h after siRNA transfection. Scale bars represent 400 μm. **e** The role of IGF2R and IGF1R in the invasion of cervical cancer cells. Representative images of the Matrigel invasion assay (left panel) and invasion abilities (right panel) at 48 h after siRNA transfection. **f** Effect of IGF2R knockdown on IGF1R protein expression by using five siRNA (#2: HSS105256, #3: s7217, #4: s7218, #5: HSS105257, and #6: HSS105258). **g** Spheroid formation ability of BOKU at 6 days after IGF2R siRNA transfection. Representative images of colonies (left panel) and summary of colony sizes (right panel) are shown. a.u.: arbitrary unit. **h** Effect of IGF2R knockdown on cisplatin sensitivity. At 48 h after siRNA transfection, cells were further exposed to various concentrations of cisplatin for 96 h. The panel shows the dose-response curves for cisplatin (CDDP). Scale bars represent 400 μm. All the error bars represent the standard deviation of three independent experiments. **p* < 0.05, ***p* < 0.01, t test with Welch’s correction and Dunnett’s multiple comparisons test.

**Supplementary Fig. S3** Loss of IGF2R induces the accumulation of inactive lysosomes and autophagic dysfunction in cervical cancer cells. **a** Immunocytochemical staining of IGF2R (green) at 72 h after siRNA transfection. Nuclei and filamentous actin were counterstained with NucBlue (blue) and phalloidin (red), respectively. Scale bars represent 20 μm. **b** Time-lapse imaging of acidic organelles in IGF2R-knockdown cells. The fluorescence of LysoTracker was detected with the same exposure time. Scale bars represent 100 μm. **c** Distribution of lysosomes in IGF2R-knockdown cells. Immunocytochemical staining of a lysosome marker, LAMP1 (red), in IGF2R-knockdown cells (96 h). Scale bars represent 20 μm. **d** Influence of IGF2R knockdown on lysosome membrane permeability at 96 h after siRNA transfection. After staining with acridine orange, cells were analyzed for green fluorescence as an indicator of leakage of the dye from the lysosomes. Representative histograms of flow cytometry are shown. **e** Detection of lysosome activities in IGF2R-knockdown cells at 96 h after siRNA transfection. Green fluorescence indicates substrates that were cleaved by lysosomal enzymes. The nuclei of the cells were counterstained with NucBlue (blue). Scale bars represent 20 μm. **f** Mitochondrial membrane potential of IGF2R-knockdown cells. At 96 h after siRNA transfection, cells were analyzed by flow cytometry-based JC-1 assay (top panel). Total membrane potential was calculated from the ratio of JC-1 red fluorescence^+^ to JC-1 red fluorescence^-^ (bottom panel). All the error bars represent the standard deviation of three independent experiments. **p* < 0.05, ***p* < 0.01; t test with Welch’s correction.

**Supplementary Fig. S4** IGF2R has a dominant role in maintaining intracellular cathepsin B and L as an M6P receptor in cervical cancer cells. **a** mRNA expression profile of the cathepsin family in cervical cancer (306 cases). Boxes and bars represent the range from the first to third quartile and minimum to maximum, respectively. **b** Proteomic analysis of cathepsin expression in IGF2R-knockdown cells. Protein expression levels were calculated based on peak intensities obtained from mass spectrometry. **c** Contributions of the mRNA expression levels of cathepsins to the survival of patients with cervical cancer (291 cases). **p* < 0.05, log rank *p*-values. **d** Correlation analysis of the mRNA expression of IGF2R and cathepsins. Relationships in individual cervical tumors (306 cases) are depicted in each dot. r_s_: Spearman’s correlation. **e** Effect of IGF2R knockdown on the mRNA expression of cathepsins. In cells at 72 h after siRNA transection, mRNA expression of cathepsins was investigated by quantitative RT-PCR. **f** Influence of secreted factors from IGF2R-knockdown cells to cell growth. At 96 h after siRNA transfection, the cultured medium was recovered and added to the parental cells. Viable cells are detected 96 h after addition of the medium. **g** mRNA expression levels of M6PR in normal cervix (25 cases) and cervical cancer tissues (28 cases). Boxes and bars represent the range from the first to third quartile and minimum to maximum, respectively. **h** Comparison of overall survival in patients with cervical cancer (291 cases) with high and low M6PR mRNA expression levels. **i** Western blot analysis of polyubiquitinylated proteins and cathepsins in M6PR-knockdown cells. **j** Effect of M6PR knockdown on the survival of cervical cancer cells. **k** Detection of acidic organelles of cells with CK2 inhibitors. At 72 h after treatment with various concentrations of the inhibitors, cells were stained with LysoTracker and analyzed by flow cytometry. **l** Changes in the intracellular distributions of IGF2R caused by CK2 inhibitors. CX-4945 and CKII inhibitor VIII (CKIIi VIII) were used at a concentration of 5μM and 2μM, respectively. GM130 and Rab7 are markers for the Golgi apparatus and late endosomes, respectively. Scale bars represent 20 μm. All the error bars represent the standard deviation of three independent experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001; t test with Welch’s correction and Dunnett’s multiple comparisons test.

How the deposited data were processed for this re-analysis (not part of the article)

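The mRNA of the cervical cancer cell lines BOKU and SKG-I was measured 72 h after transfection with siCtrl or siIGF2R at 10 nM, as the labels and the methods state. Each line and siRNA gave 1 RNA sample, and the legend of Fig. 4a states that the same total RNA was analyzed in duplicate, which makes 8 arrays of 4 RNA samples. The paper's text does not name which of its siRNAs against IGF2R was used on the arrays.

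The authors scanned GeneChip arrays and deposited 1 intensity per probe set and array, a MAS5 signal on a linear scale, while the methods name GeneChip Analysis Suite. The signals have the same trimmed mean on every array and a lowest value of 1, and background subtraction and the summary over probes were done before deposition. The deposited table holds 54675 probe sets with no filter. Gene names come from the platform's annotation, and 8961 genes were measured. No reference genome was used here, so no positions are given.

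The analysis used R 4.3.3 and limma 3.58.1. Signals were put on a log2 scale with no floor or added constant, and the 2 arrays of an RNA sample were averaged. The 62 control probe sets were left out, and probe sets at 500 or more on at least 1 array were kept. The methods leave out entities under 500 in most samples, and on 8 arrays their share comes to every array. The model in limma had the cell line as a block and the siRNA as the effect, with a trend of the variance with signal, and Benjamini-Hochberg adjusted p values under 0.05 were called. The cell lines were the 2 replicates, which leaves 1 residual degree of freedom per probe set. Probe sets changed at least 2-fold in each line were counted as in the Venn diagram of Fig. 4b, but the methods' t-test, which the paper adds to the 2-fold rule, was used only as an alternative. Counts that independent lists would share were computed from each line's counts.

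Of the 33 gene lists, 1 was taken from the primers of Table S2, and the others were written from general knowledge of the pathways, the paper's subjects and the cell types. The 31 lists with at least 5 measured genes were tested by camera with a preset correlation of 0.01, and p values were adjusted over the lists. A gene was represented by its probe set with the highest mean signal. Members of a list were also adjusted over the list alone. The medians of each list in each line were ranked among those of 10000 random lists of the same size matched on mean signal (seed 1).

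The text names 3 kinds of genes. These are genes that the paper names, called genes with the largest changes and up to 3 called members of each list. The largest changes are the 10 largest rises and the 10 largest falls, IGF2R aside. They were ranked by the smaller of the changes in the lines. The values of Table S1 and Fig. 4e had been seen when this rule was written. Genes named outside the rule are said to be.

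The test was tried on simulated data with the spread of these arrays, in 20 runs with 200 changed probe sets each. It recovered 10% of the probe sets changed by 1 on the log2 scale, 67.5% of those changed by 2 and 86.0% of those changed by 3, and the count of 2-fold changes in both lines recovered 25%, 95.8% and 99.1%. Of 124 limma calls per run, 13.3 were of unchanged probe sets (10.7%), which is above the nominal share, and 118 unchanged probe sets per run passed the 2-fold count. Camera called a list of 30 genes lowered 2-fold in 20 of 20 runs and an unchanged list in 0. The lists called lower on the arrays, other than that of Table S2, had medians of −0.69 to −0.11. These runs do not show how often camera finds changes of that size, nor how often it calls unchanged lists whose genes move together.

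Alternatives covered the filter, normalization (quantile, median), a floor of 100, an added constant of 64, the arithmetic mean of duplicates, the variance model, the block, the arrays as separate samples, the fold threshold, the methods' t-test taken within a line (the methods name control and treated groups, and the Venn diagrams of Fig. 4b are by line), other tests of the lists (an estimated correlation, fry, the mean of a gene's probe sets, only probe sets that match 1 transcript), and leaving out each array. Subtraction of the median change of each of 10 signal classes, a filter at 250 and scaling to a mean of 1000 were added after the values had been seen. Groups of 1 RNA sample allow no count of other splits of the samples.

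Left out were the paper's gene set enrichment, since its gene sets are not in the data, the comparison with parental cells that Table S1 lists, since arrays of parental cells were not analyzed here, and a search for off-target matches of the siRNA, since transcript sequences were not used here. The copy of Table S1 holds 123 probe sets, fewer than the paper counts, so no overlap was tested with it.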

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

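The tests with the signal-class correction, without the genes of Fig. 4e and of the cell cycle list were chosen only after the results had been seen, while the gene lists and quantile normalization were planned. The paper's values in Table S1 and Fig. 4e, which come from these arrays, were known beforehand.

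The cell cycle list had opposite medians in the lines, 0.91 in BOKU and −0.27 in SKG-I. In all, 63 probe sets differed at least 2-fold in opposite directions in the lines, 30 of them higher in BOKU, where independent changes would give 78.6, and 33 higher in SKG-I, where they would give 70.0. Neither the difference in the cell cycle list nor these counts were tested. Several signals lie outside the genes that the paper discusses. The cyclic AMP and immediate early genes had a median log2 fold change of 0.92 over both lines. The interferon response genes had 0.87 over both lines, but 0.21 in BOKU and 1.61 in SKG-I. The oxidative stress response genes had −0.44 and the proteasome subunits −0.31 over both lines. With an estimated correlation, camera called none of these lists (adjusted p = 0.779 for each). At its 1 degree of freedom it could hardly call any list, so this does not decide whether they changed. The single genes were EDIL3 with 3.80 (2.95 with a floor of 100 on the signals, since its siCtrl signal in SKG-I was 30.5), NEGR1 with 3.20, AP2B1 with −2.94 and CYP1B1 with −2.82.

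Of the 9 lists that were lower, 8 were weighed against a shift of the arrays with signal, since the median log2 fold change fell from 0.19 in the lowest of 10 signal classes to −0.12 in the highest in BOKU and from 0.13 to −0.12 in SKG-I. With these medians subtracted, the COG and GARP tethers (adjusted p = 0.0011, median from −0.61 to −0.63), the oxidative stress response (0.000781, from −0.44 to −0.33), the proteasome subunits (0.00414, from −0.31 to −0.19) and the mitophagy list (0.0207, −0.69 in both) stayed past the threshold, which argues against the shift as their whole cause, while the ribosomal proteins did not (0.332, with a median that went from −0.11 to 0.01), and the shift may account for them. For the Golgi and ER vesicle transport list (0.0635, median from −0.21 to −0.14, median absolute deviation 0.44), the lysosomal membrane list (0.151, from −0.19 to −0.18) and oxidative phosphorylation (0.0527, from −0.24 to −0.15), the shift and a fall of the genes cannot be told apart, because each list kept more of its median than the shift removed but lost its call. After quantile normalization, the Golgi and ER list (adjusted p = 0.0460) and oxidative phosphorylation (0.0383) stayed past the threshold. The lysosomal membrane list did not (0.131), so the settings leave the question undecided. The Golgi lists were also tested without the genes of Fig. 4e, by camera with its preset correlation. The unadjusted p was 0.0037 for the 81 other genes of vesicle transport and 0.0109 for the 10 other tethers. At that correlation, the genes of Fig. 4e alone do not account for the fall of the Golgi lists. Genes of Table S2 outside Fig. 4e were not left out. With an estimated correlation, which could hardly call any list, the adjusted p of each of these 8 lists was 0.779 or 0.815. An effect of the loss of IGF2R stays among the open explanations beside other effects of the siRNA, which were not tested here. In Fig. 4f the paper quantified genes of its Golgi set with different siRNAs against IGF2R, which bears on such effects for those genes.

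In the cell cycle list, 24 of 31 genes were higher in BOKU and 23 of 31 lower in SKG-I, and the medians of single pairs of arrays were 0.77 to 0.84 in BOKU and −0.25 to −0.23 in SKG-I. Quantile normalization left a median of 0.81 in BOKU and the subtraction of the signal-class medians 0.81, which argues against array scaling and the shift with signal. With 1 RNA sample per line and siRNA, the growth state of the single siCtrl culture of a line cannot be told apart from an effect of the knockdown. A difference between the lines in their response to IGF2R loss also stays open and was not tested.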

How the results depend on the processing

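The signal-class correction, the filter at 250 and the scaling to a mean of 1000 were chosen after the data had been seen. The arrays limit the values through their number and through signals near background. In the clustering, duplicate arrays joined before any others and the cell lines joined last under all its alternatives. The cause of the changes that follow was not tested, except that stricter or looser filters and thresholds change what is counted.

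Counts of limma calls (363 higher and 346 lower) moved to 241 higher after quantile normalization, 199 and 213 with a mean signal of 500 or more, 655 and 575 with 64 added to the signals, and 237 higher with arrays scaled to a mean of 1000. They were 0 and 0 without the variance trend (3865 at an unadjusted p under 0.05) and 0 and 0 without the cell line block (625 at an unadjusted p under 0.05). With 8 arrays as separate samples they were 4269 and 3833. Leaving out single arrays or all arrays of a number gave 216 to 838 higher and 233 to 759 lower, the extremes without BOKU siCtrl array 2 and without BOKU siCtrl array 1, where the remaining array is assumed to vary like the other samples. The array numbers do not pair the samples, since the deviations of arrays with the same number correlated by −0.0061 to 0.126. A replicate block on these numbers gave 3992 and 3609 against the 4269 and 3833 without it, and changed no call of a gene list.

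Counts of 2-fold changes rose most without a filter, to 1882 higher and 1633 lower in both lines, 7015 and 6392 in BOKU and 7453 and 6238 in SKG-I. A mean signal of 500 or more gave 344 higher in both lines and 799 in BOKU. The methods' t-test after Benjamini-Hochberg gave 125 and 105 in both lines and 332 and 258 in BOKU. At 1.5-fold the counts were 1431 and 1162 in both lines, 2859 and 2103 in BOKU and 2980 and 2708 in SKG-I, and at 3-fold 135 and 100, 410 and 248, and 527 and 289. Leaving out arrays gave 506 to 535 higher and 370 to 403 lower in both lines.

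The Pearson and Spearman correlations between the lines were 0.183 and 0.226 without a filter, 0.531 and 0.561 at 500 on 2 arrays, 0.572 and 0.578 at a mean signal of 500, 0.560 and 0.571 with a floor of 100, 0.570 and 0.573 with 64 added, 0.495 and 0.529 at 250 and 0.520 and 0.551 with arrays scaled to a mean of 1000. The arithmetic mean of duplicates gave a Pearson correlation of 0.529 and quantile normalization a Spearman correlation of 0.559. Leaving out arrays gave 0.482 to 0.520 and 0.529 to 0.556.

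The Golgi and ER vesicle transport list kept its direction, but lost its call with an estimated correlation (adjusted p = 0.815), fry (0.492), without probe sets that match several transcripts (0.113) and with the signal-class correction (0.0635), over a range of 0.00166 to 0.815 in all settings. The lists past the threshold, 2 higher and 9 lower, were 0 and 0 with an estimated correlation (0 lists at an unadjusted p under 0.05), 0 and 0 by fry (5 lists at an unadjusted p under 0.05), and 5 lower both without probe sets that match several transcripts and with the signal-class correction. Leaving out an array gave 7 to 10 lower lists, 7 without BOKU siIGF2R array 1 and 10 without BOKU siIGF2R array 2 or SKG-I siCtrl array 1. Without probe sets that match several transcripts the mitophagy list (adjusted p = 0.140), the lysosomal membrane list (0.128) and the ribosomal proteins (0.656) also lost their calls. Lists that are not called changed direction, namely the stress kinases by fry (adjusted p = 0.863), the unfolded protein response with the mean of a gene's probe sets (0.722) and glycolysis with a floor of 100 (0.999) and without SKG-I siCtrl array 1 (0.998, over 0.676 to 0.998 when arrays were left out). Among random lists, the median of the ribosomal proteins lay at percentile 55.7 in BOKU, against their direction, and 12.8 in SKG-I. Other called lists were inside the range of most random lists in 1 line, namely Golgi and ER vesicle transport (7.22 in BOKU), oxidative phosphorylation (10.04 in BOKU), the lysosomal membrane list (21.4 in SKG-I) and the interferon response (83.0 in BOKU).

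Of the named genes, 4 that did not pass the test changed sign. LAMP1 had a log2 fold change of 0.079 after quantile normalization and 0.034 with the signal-class correction, COX4I1 0.067 and 0.039, and GAPDH 0.044 and 0.045. RAB1A had −0.011 after median scaling. Leaving out arrays gave COX4I1 −0.145 to 0.011, RAB1A −0.042 to 0.090 and GAPDH −0.164 to 0.041. Named calls were lost in 46 results when arrays were left out and in 30 under other settings and gained in 2 and 1, and 644 and 453 stayed called in the same direction. With the arrays of number 1 or of number 2 alone, the calls of CTSB (adjusted p = 0.0519 without number 2), SEC22B, COMMD1, NAPG, BCAP29, MFAP5, DRC9, AP2M1, TPP1, PPT1, TXNRD1, ICAM1, SLC2A1, ARNT, NDUFA5 and RPS12 were lost at an adjusted p of up to 0.0744.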

Differences from the paper's values

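The paper reports 317 genes as commonly upregulated, and here 520 probe sets were at least 2-fold higher in both lines. The text of the paper counts genes and the legend of Fig. 4b probes, so either count may be the one to compare. The paper's rule is a 2-fold change with the methods' t-test, here taken between the arrays of siIGF2R and siCtrl within each line, as the Venn diagrams by line imply, and the count of 520 applies the 2-fold change alone. Counted as genes, the 520 probe sets are 351. The fold changes against siCtrl in Table S1 are ratios of arithmetic means over both lines (123 of 123 within 0.05), whereas the count of 520 asks for a 2-fold change in each line. Table S1 also lists fold changes against parental cells, whose arrays were not analyzed here, so any part of that comparison in the selection is not in the count. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with the methods' t-test on log2 signals (427) and on linear signals (428), after quantile normalization (467), with a mean signal of 500 or more (344), with a floor of 100 (444) and with 64 added to the signals (361). Of the 123 probe sets of Table S1 at hand, these settings drop 4, 6, 6, 9, 0 and 15, and quantile normalization takes the lower count to 439 against the paper's 287, over 1.5 times. The higher count was not within 1.5 times with median scaling (479), 500 on at least 2 arrays (497), the arithmetic mean of duplicates (519), arrays left out (506 to 535), no filter (1882), the methods' t-test after Benjamini-Hochberg (125), 1.5-fold (1431) or 3-fold (135). The methods' t-test with 500 on at least 2 arrays gave 414 and with arrays scaled to a mean of 1000 gave 471, both within 1.5 times the paper's, but with the filter at 250 it gave 510, which is not. These 3 settings were chosen after seeing the values, and each drops 4 of the 123 probe sets. For the probe sets outside the overlap, Fig. 4b shows about 610 higher in BOKU, about 800 higher in SKG-I, about 410 lower in BOKU and about 640 lower in SKG-I (read by eye), and here they were 721, 903, 436 and 669 by the 2-fold change alone and 620, 819, 388 and 622 with the methods' t-test on log2 signals.

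The paper states that the set of Golgi vesicle transport was the only significant gene set in its enrichment analysis, which ran on other gene sets and on the changed genes alone. Here camera called 11 of 31 lists over all measured genes, the Golgi and ER vesicle transport list among them. The list of Table S2, which holds genes of Fig. 4e that the study chose on these arrays, is 1 of the 11. That list does not count against the paper's statement. With an estimated correlation, 0 lists passed (0 at an unadjusted p under 0.05), but that setting could hardly call any list.

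Fig. 4e shows 1 column for RAB1A and RAB1B as decreased, and here RAB1B fell (log2 fold change −3.53), whereas RAB1A had 0.02 (adjusted p = 0.907 from limma, 0.714 to 0.999 when arrays were left out). Fig. 4e also shows CD59 as decreased and GAS6 as increased. Of its 11 decreased genes 10 were called and of its 8 increased genes 7. The probe sets of these genes with the highest signal had the directions of the figure but did not pass, CD59 with −0.45 (adjusted p = 0.0892 from limma) and GAS6 with 1.19 (adjusted p = 0.0602 from limma). Of the other probe sets, 2 of 4 of CD59 and the 1 of GAS6 passed, and the GAS6 probe set passed with 64 added to the signals (adjusted p = 0.0357), without BOKU siCtrl array 1 (0.0257) and without BOKU siIGF2R array 2 (0.0358).

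The paper states that the mRNA of cathepsins was not influenced much by the loss of IGF2R, from another assay. On the arrays, 1 of the 4 cathepsins it examined was called, CTSB, which fell by 1.53 on the log2 scale, and CTSD, CTSL and CTSZ did not pass.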

Other observations

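The test of the aryl hydrocarbon receptor targets and those of CTSB were chosen after the results had been seen, and TFE3, ARNT, AHR and NFE2L2 were named after their values were seen.

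Several single genes of stress and metabolic pathways changed in both lines although camera did not call their lists. IRS2, an adaptor of insulin and IGF signaling, rose by 1.45 on the log2 scale, while IGF1R had −0.42 (adjusted p = 0.202 from limma) at its probe set with the highest signal and −0.41 and −1.03 at the others (adjusted p = 0.379 and 0.0709 from limma, the latter with −1.39 in BOKU), and M6PR, the other mannose 6-phosphate receptor, −0.50 (adjusted p = 0.158 from limma). Of the unfolded protein response genes, the ER chaperones DNAJB11 and DNAJC3 fell by 1.85 and 1.29 and the stress gene CHAC1 rose by 1.71. Of cholesterol synthesis and uptake, INSIG1 and HMGCS1 fell by 1.58 and 1.48. The glucose transporter SLC2A1 fell by 1.66 and the glycolytic enzyme ENO2 rose by 2.50. The p53 targets SESN1 and GDF15 rose by 1.15 and 1.14, and the death receptor TNFRSF1A fell by 1.22. The genes of small RNA machinery AGO4 and TNRC6A rose by 1.97 and 1.52. SESN1 and AGO4 are listed in Table S1, which comes from these arrays, so they are not independent evidence. The inflammatory adhesion molecule ICAM1 rose by 1.57 but did not pass without BOKU siCtrl array 2, BOKU siIGF2R array 1, SKG-I siCtrl array 1 or SKG-I siIGF2R array 1 (adjusted p = 0.0688, 0.0517, 0.0534 and 0.0511), nor after quantile normalization (0.0640), median scaling (0.0548) or with the arithmetic mean of duplicates (0.0525), over a range of 0.0125 to 0.0688.

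TFE3, a transcription factor of lysosome genes, fell by 1.26 (standard error 0.17, adjusted p = 0.0297 from limma). The lysosomal marker LAMP1 had −0.07 (adjusted p = 0.694 from limma), and its sign changed after quantile normalization (0.08). The paper reports higher ROS and more ubiquitinylated proteins after IGF2R knockdown. On these arrays, 18 of 24 genes of the oxidative stress response and 23 of 27 proteasome subunits were lower in both lines. Limma called 4 of the former and 0 of the latter lower. Camera called both lists lower with its preset correlation. It called neither with an estimated correlation (adjusted p = 0.779 for each), a setting that could hardly call any list. NFE2L2, which encodes the main transcription factor of the oxidative stress response list, had −0.11 (adjusted p = 0.626 from limma).

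CTSB was lower at all 5 of its probe sets, and the one that fell least had a log2 fold change of −1.42, which argues against a single probe set that misreports the gene. Its change was −1.42 after quantile normalization (standard error 0.28) and −1.43 with the signal-class correction, against −1.53 (standard error 0.23) as deposited, which argues against array scaling and the shift with signal as the whole cause. The call ended after quantile normalization (adjusted p = 0.0599, 0.00493 to 0.0599 over all settings), where the standard error rose. A fall of CTSB mRNA after IGF2R knockdown is therefore a hypothesis found and tested on the same arrays. CTSD had −0.62 (adjusted p = 0.115 from limma), CTSL −0.41 (adjusted p = 0.132 from limma) and CTSZ 0.73 (adjusted p = 0.0979 from limma).

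CYP1B1 is a target of the aryl hydrocarbon receptor, and ARNT, the partner of this receptor, fell, with log2 fold changes of −1.19 in BOKU and −1.81 in SKG-I (adjusted p = 0.0460 from limma, 0.0584 without BOKU siIGF2R array 1 and 0.0744 without the arrays numbered 1, over a range of 0.0205 to 0.0744), while AHR had −1.21 (adjusted p = 0.0879 from limma). A lower activity of the receptor may account for the fall of CYP1B1, but camera gave a p of 0.206 for its other targets, of which 5 of 9 were measured, with a median of −0.35. Of these 5 genes, 3 were lower and 1 higher in both lines, so the test leaves the hypothesis open for CYP1B1. It does not bear on the fall of ARNT, which is not among the targets tested.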
